# Dynamic interplay between sortilin and syndecan-1 contributes to prostate cancer progression

**DOI:** 10.1038/s41598-023-40347-7

**Published:** 2023-08-18

**Authors:** Joanna Lazniewska, Ka Lok Li, Ian R. D. Johnson, Alexandra Sorvina, Jessica M. Logan, Carmela Martini, Courtney Moore, Ben S.-Y. Ung, Litsa Karageorgos, Shane M. Hickey, Sarita Prabhakaran, Jessica K. Heatlie, Robert D. Brooks, Chelsea Huzzell, Nicholas I. Warnock, Mark P. Ward, Bashir Mohammed, Prerna Tewari, Cara Martin, Sharon O’Toole, Laura Bogue Edgerton, Mark Bates, Paul Moretti, Stuart M. Pitson, Stavros Selemidis, Lisa M. Butler, John J. O’Leary, Douglas A. Brooks

**Keywords:** Cancer metabolism, Prostate cancer, Tumour biomarkers, Endosomes

## Abstract

Prostate cancer (PCa) development and progression relies on the programming of glucose and lipid metabolism, and this involves alterations in androgen receptor expression and signalling. Defining the molecular mechanism that underpins this metabolic programming will have direct significance for patients with PCa who have a poor prognosis. Here we show that there is a dynamic balance between sortilin and syndecan-1, that reports on different metabolic phenotypes. Using tissue microarrays, we demonstrated by immunohistochemistry that sortilin was highly expressed in low-grade cancer, while syndecan-1 was upregulated in high-grade disease. Mechanistic studies in prostate cell lines revealed that in androgen-sensitive LNCaP cells, sortilin enhanced glucose metabolism by regulating GLUT1 and GLUT4, while binding progranulin and lipoprotein lipase (LPL) to limit lipid metabolism. In contrast, in androgen-insensitive PC3 cells, syndecan-1 was upregulated, interacted with LPL and colocalised with β_3_ integrin to promote lipid metabolism. In addition, androgen-deprived LNCaP cells had decreased expression of sortilin and reduced glucose-metabolism, but increased syndecan-1 expression, facilitating interactions with LPL and possibly β_3_ integrin. We report a hitherto unappreciated molecular mechanism for PCa, which may have significance for disease progression and how androgen-deprivation therapy might promote castration-resistant PCa.

## Introduction

Prostate cancer (PCa) is the second most common cancer diagnosed in men worldwide and the fifth leading cause of cancer death^1^. PCa has a complex biology and is subject to genetic diversity, morphological heterogeneity and clinical variability^2^. Androgen signalling promotes primary tumour development, however, over time the androgen receptor gene undergoes amplification and mutation, which drives cancer progression even when androgen levels are low. Moreover, androgen-deprivation therapy (ADT), applied in the early stages of the disease is only effective for a limited amount of time, and the disease inevitably progresses to a castration-resistant form with poor survival rates (30% at 5 years)^3^. Currently, we do not have a suitable explanation as to why the biology of PCa limits effective treatment intervention.

Glucose and lipid metabolic reprogramming are key features in PCa establishment and progression, which underpins the development of resistance to therapeutic interventions, including ADT^4^. In early stages of the disease, metabolic modifications are controlled by androgen signalling and indeed, androgens induce glycolysis, oxidative phosphorylation and fatty acid oxidation^5^. Although alterations in lipid metabolism occur early in tumour development, the fully-established lipogenic phenotype is commonly associated with castration-resistant cancer^6,7^. The capacity to utilise alternative energy sources at different stages of cancer progression is crucial for responding to variable environmental factors, such as nutrient and oxygen availability; which necessitates a heterogenous and adaptable metabolic profile^6,8^. The cellular machinery involved in the metabolic programming of PCa remains unclear.

Endosomes and lysosomes have a critical role in cellular uptake, intracellular trafficking/cargo sorting, signalling, inflammation, and metabolism, which are all hallmarks of PCa pathogenesis^9^. We have previously reported altered regulation of the endosome-lysosome system in PCa^10,11^ and more recently demonstrated that sortilin and syndecan-1 delineate PCa pathogenesis in patient tissues^12^. Sortilin and syndecan-1 have been implicated in the development and progression of many malignancies, including PCa^13,14^. Sortilin (a critical Golgi and endosome sorting receptor) and syndecan-1 (a cell surface and endosomal proteoglycan) have a range of binding partners that are implicated in the control of glucose and lipid metabolism, which may be central to PCa metabolic programming^15–17^.

The differential detection of sortilin and syndecan-1 in well- and poorly-formed malignant glands aligns respectively with low- and high-grades of PCa^12,18^, suggesting that these proteins are central to PCa pathogenesis and disease progression. We hypothesised that the high expression of sortilin in low-grade PCa aligns with the regulation of glucose metabolism in LNCaP cells, while elevated syndecan-1 expression in high-grade PCa aligns with lipid metabolism in PC3 cells. Our study alludes to a mechanism of PCa progression that involves the dynamic balance between sortilin and syndecan-1, which aligns respectively with glucose or lipid metabolism.

## Results

### Sortilin and syndecan-1 protein expression in patient tissue samples is recapitulated in prostate cell line models

PCa tissue with well-formed glands (Gleason Pattern 3) (Fig. 1a) exhibited characteristic sortilin immunolabelling, with a perinuclear granular distribution (Fig. 1b), while syndecan-1 displayed minimal immunolabelling (Fig. 1c). In contrast, poorly-formed glands (Gleason pattern 4) (Fig. 1a) had intense syndecan-1 (Fig. 1c), but minimal sortilin immunolabelling (Fig. 1b). These immunolabelling patterns were representative of a large cohort of tissue samples from PCa patients (n > 100), which were previously used to validate these markers where there was a significant change in sortilin and syndecan-1 expression and distribution that enabled more reliable IHC-assisted grading and better stratification of patients^12,18^.

**Figure 1:**
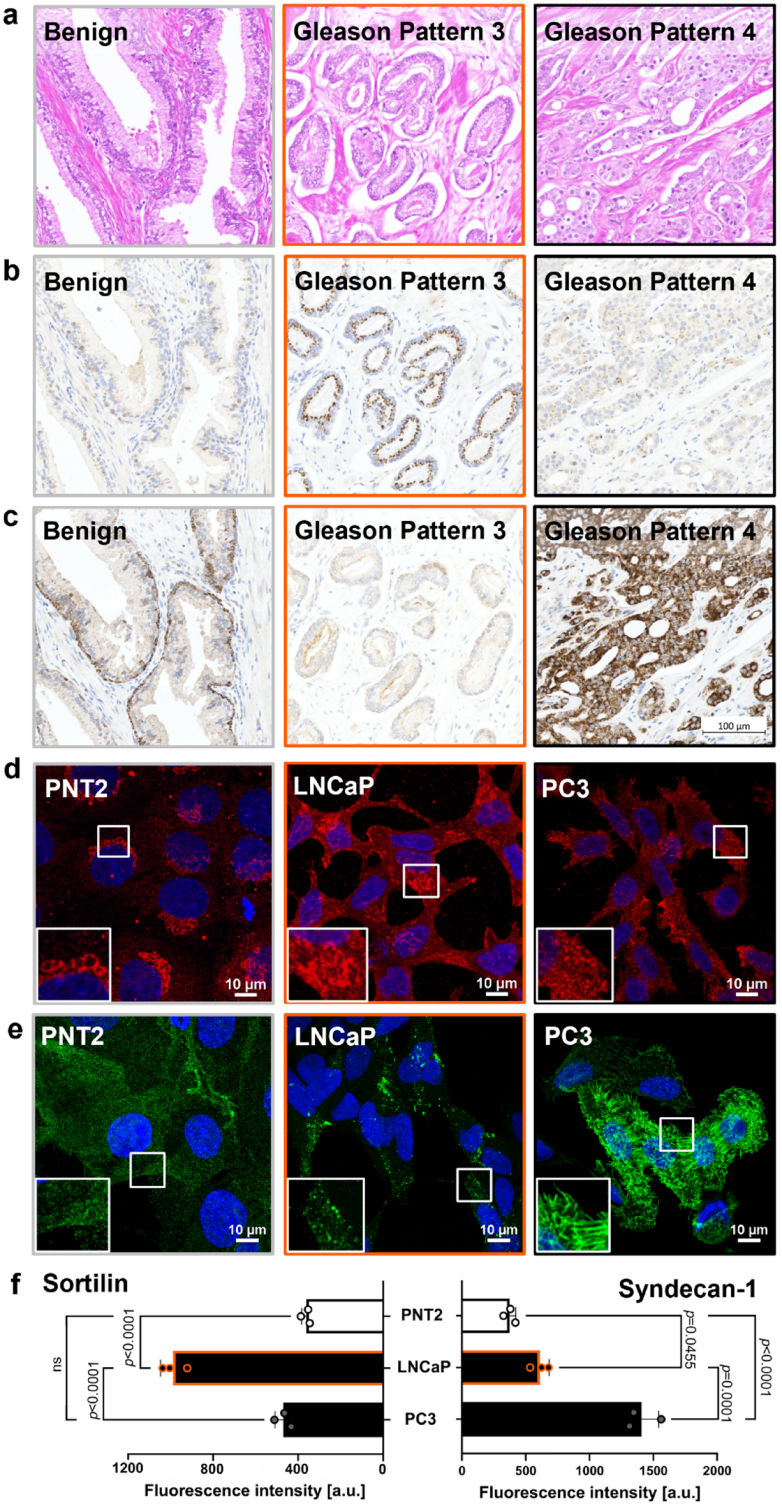
Sortilin and syndecan-1 immunolabelling depicts pathogenesis of PCa, which aligns with immunofluorescence in prostate cell line models. (**a**) Representative serial tissue sections stained with hematoxylin and eosin (H&E), showing benign glands, Gleason pattern 3 and Gleason pattern 4. (**b**) Benign glands, Gleason pattern 3 and Gleason pattern 4 were IHC-labelled for sortilin and (**c**) for syndecan-1. (**d**) Representative maxIP confocal images, showing immunolabelling of prostate cell lines with anti-sortilin antibodies and (**e**) anti-syndecan-1 antibodies. Scale bars; 10 µm. (**f**) Quantification of sortilin and syndecan-1 fluorescence intensity in prostate cell lines. Data are presented as mean ± SD, n = 3 (independent experiments), one-way ANOVA test. Scale bar for tissue images (**a–c**)is depicted in (**c**); 100 µm.

Approximately 90% of sortilin is known to localise to the Golgi apparatus where it facilitates endosome trafficking, while the remainder is detected in endosome compartments and is known to recycle at the cell surface^19^. Immunofluorescence demonstrated a differential distribution for sortilin between the non-malignant and malignant prostate cell lines (Fig. 1d). In non-malignant PNT2 cells, sortilin was detected primarily in the perinuclear region, consistent with the Golgi apparatus, while in malignant LNCaP cells there was also sortilin labelling in vesicular compartments at, or close to the cell surface. In malignant PC3 cells, sortilin displayed a dispersed immunolabelling pattern of vesicular compartments, with some protein located at or near the cell surface (Fig. 1d). Analysis of the fluorescence intensity showed ~ twofold higher amount of sortilin in LNCaP cells than in PC3 and PNT2 cells (Fig. 1f).

In PNT2 cells, syndecan-1 was dispersed, with low-intensity immunolabelling in vesicular compartments throughout the cytoplasm and was also present at or near the plasma membrane (Fig. 1e). In LNCaP cells, the intensity of syndecan-1 labelling was significantly higher than in PNT2 cells (Fig. 1e) and evident in punctate vesicular compartments as well as at, or in proximity to, the plasma membrane (Fig. 1e). In contrast, PC3 cells showed a distinctive labelling pattern, with the majority of syndecan-1 localised at or near the cell membrane. Quantification of syndecan-1 fluorescence intensity (Fig. 1f) confirmed higher expression of this protein in malignant cell lines as compared to PNT2 cells, with the highest intensity in PC3 cells.

While some aspects of the immunolabelling of sortilin and syndecan-1 in LNCaP cells were consistent with that observed in well-formed glands, and PC3 cells were mostly representative of the immunohistochemistry (IHC) in poorly-formed glands (Fig. 1), the LNCaP and PC3 cell lines have limitations as models of early and late stage disease as they were both derived from patients with metastatic disease (there is no commercially available cell line model of primary prostatic adenocarcinoma^20^). The cell lines therefore displayed some features of sortilin and syndecan-1 expression, which enabled them to be used for the proposed mechanistic studies.

### Sortilin controls glucose uptake in PCa cells and glucose regulates expression of sugar-metabolism-related proteins

Using STRING database, we identified a network of potential interactions^21^ for sortilin and syndecan-1 (Fig. 2a), which may be involved in PCa pathogenesis and analysed the expression of these genes in LNCaP and PC3 cells using RNA sequencing (RNAseq) (Supplementary Fig. S1 and Supplementary Table S1). Furthermore, we depicted an interaction of sortilin with GLUT4^22^ and GLUT1 (Fig. 2b). siRNA against sortilin (siSORT) reduced its expression by 96% (Supplementary Fig. S2). siSORT did not have a significant impact on GLUT1 (Fig. 2c) and GLUT4 (Fig. 2d) expression. However, sortilin knock-down significantly lowered glucose uptake, as compared to scrambled-siRNA-treated LNCaP cells (Fig. 2e).

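RNA was sequenced from PC3 cells and from LNCaP cells, which are both established lines grown from prostate cancer metastases, with 3 libraries in each group. PC3 cells had no treatment, and LNCaP cells formed 2 groups that were kept for 48 h with 10 nM androgen or with vehicle. According to the Methods, both LNCaP groups were in RPMI without phenol red and with charcoal-stripped serum, and PC3 cells in regular Ham's F12K. Cell line and culture medium therefore differ together between PC3 and LNCaP cells, and these libraries cannot separate them. For the androgen-treated libraries, the main text names R1881 and the sample labels and the supplement name DHT. The authors deposited the number of reads they counted on each gene, without normalization, and all 253944 values in their table equal the forward-strand counts of STAR. Between 22444083 and 25640325 reads per library were counted on genes in PC3 cells, with a median of 25143833. In androgen-treated LNCaP cells the counts lay between 21094326 and 23460708, with a median of 21434125. The paper gives an average of 28 M reads per sample and a range of 21 to 33 M, whereas the totals in the STAR output averaged 27.9 M and ranged from 22.8 to 32.6 M. All values below rest on the counts on genes. According to the Supplementary methods, adapters were trimmed, the 74 nt reads were aligned to hg38, PCR duplicates were removed and the remaining reads were mapped again. The paper's text does not name the LNCaP libraries that were compared with PC3 cells. The androgen-treated libraries were used, because the source data give the LNCaP values of the cell line panels, such as Fig. 1f, as the androgen-treated values of Fig. 6 and 7. Vehicle-treated libraries served as an alternative. Genes were kept where more than 3 CPM (counts scaled to a common library size) were reached in at least 3 libraries, which left 12541 genes. Counts were normalized with TMM factors and tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Genes with an adjusted p-value under 0.05 and a fold change of at least 2 were called differentially expressed. Standard errors given with edgeR values were derived from the fold change and the test statistic. The batch term of the paper's model was left out, because the paper's text does not name the batches. A count of 0 allows a level of up to 0.118 to 0.165 CPM, depending on the library, and this limit covers counting error only.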

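Of the genes in the network, SDC1, which encodes syndecan-1, lies on chromosome 2 of GRCh38 from 20200797 to 20225433. It reached 984 ± 355 CPM (SD, n = 3) in PC3 cells and 35.3 ± 4.02 (SD, n = 3) in androgen-treated LNCaP cells. The log2 fold change of SDC1 was 4.80 (standard error 0.27, adjusted p = 9.91e-07 from edgeR's quasi-likelihood test). PC3 replicate 3 held 35104 SDC1 counts, against 18901 and 18658 in the other replicates, and without it the log2 fold change was 4.59. The alternative that moved SDC1 most was the comparison with vehicle-treated LNCaP cells, with a log2 fold change of 3.98. SORT1, which encodes sortilin (chromosome 1, 109309568 to 109397918), had 59.1 ± 1.65 CPM (SD, n = 3) in PC3 cells and 43.7 ± 2.75 (SD, n = 3) in LNCaP cells. Its log2 fold change was 0.44 (standard error 0.08, adjusted p = 0.000852 from edgeR), under the fold change of 2. ITGAV (chromosome 2, 186590010 to 186680901) was lower in PC3 cells, with a log2 fold change of -3.44 (standard error 0.10, adjusted p = 4.51e-08 from edgeR), and of -1.03 against vehicle-treated LNCaP cells, just past the fold change of 2. LPL (chromosome 8, 19901717 to 19967259) had 0 counts in every PC3 library and 0 to 2 counts in the LNCaP libraries, so no fold change is given. ITGB3 (chromosome 17, 47253827 to 47313743) had 53 to 91 counts in PC3 libraries and 0 to 3 in androgen-treated LNCaP libraries, and was at least 19.9-fold higher in PC3 cells. Of the 74-nt stretches of ITGB3 transcripts, 33.1% also occur at another place in the genome or in transcripts of another gene, so its level is uncertain. MMP9 (chromosome 20, 46008908 to 46016561) had 6 to 10 counts in PC3 libraries and 0 to 1 in androgen-treated LNCaP libraries, at least 2.28-fold higher in PC3 cells. MMP7 (chromosome 11, 102520508 to 102530750) went the other way, with 1 to 2 counts in PC3 libraries and 16 to 34 in androgen-treated LNCaP libraries, at least 9.31-fold lower in PC3 cells. MMP2 and F2 had no more than 3 counts in any of the 9 libraries.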

**Figure 2:**
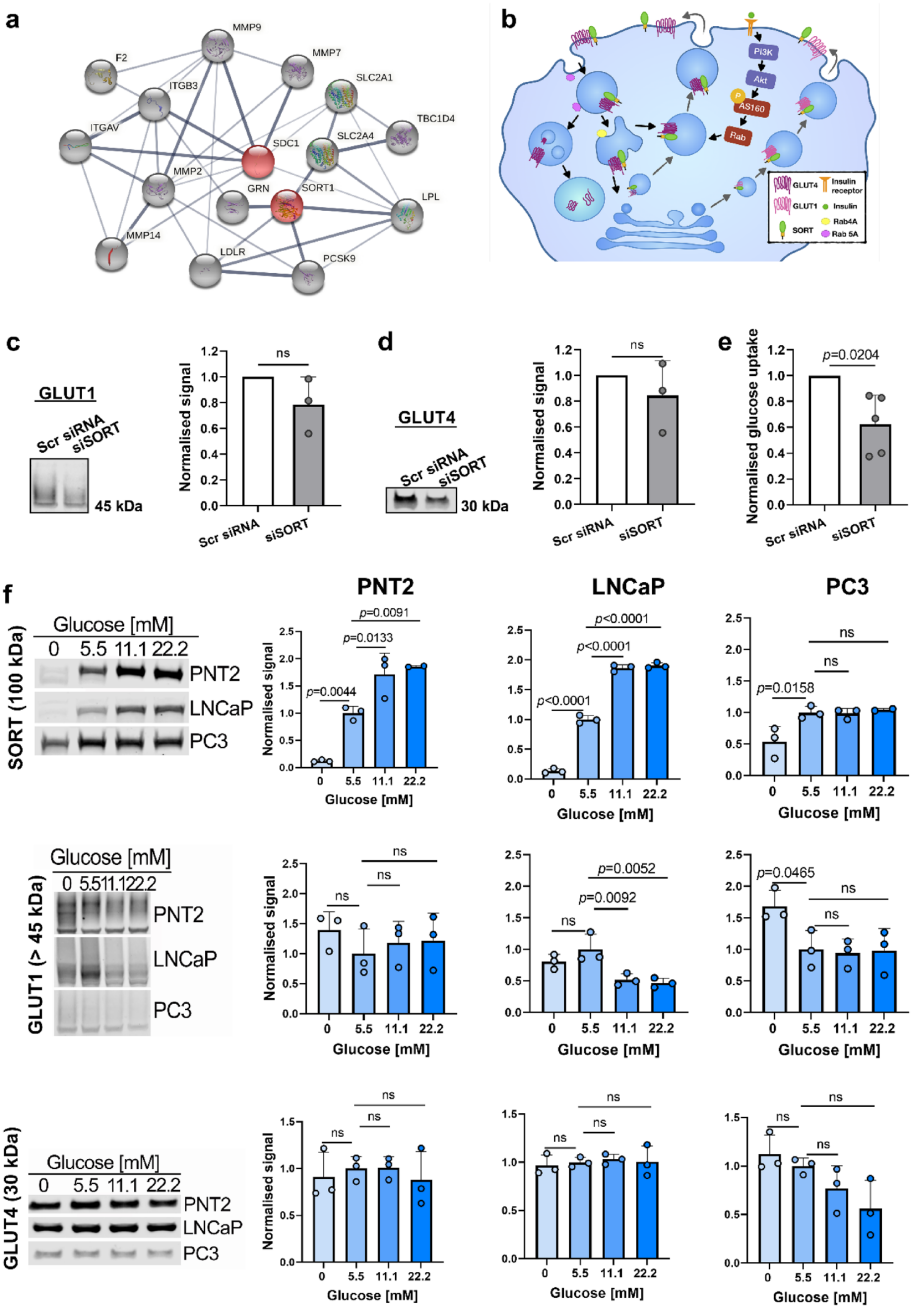
Sortilin controls glucose uptake in PCa cells and glucose alters expression of sugar metabolism-related proteins. (**a**) Sortilin (SORT1) and syndecan-1 (SDC1)-interacting proteins, which are implicated in PCa development and progression. Red nodes; SORT and SDC1, gray nodes; proteins crucial for PCa metabolism relevant to this study. Line thickness indicates the strength of data support. (**b**) diagram showing involvement of sortilin (SORT) in GLUT4 and potentially GLUT1 pathways. (**c**) Expression of GLUT1, (**d**) GLUT4 and (**e**) glucose uptake in LNCaP cells after sortilin knockdown (siSORT) as compared to scrambled siRNA (Scr siRNA). (**f**) Expression of SORT, GLUT1 and GLUT4 in different glucose concentrations in prostate cell lines. Western blotting signal was normalised using total protein staining. Data are presented as mean ± SD, in (**c,d**,**f**) n = 3 (independent experiments), in (**e**) n = 5 (independent experiments), in (**c–e**), one-sample t-test, in (**f**) one-way ANOVA test, where samples were normalized and compared to 5.5 mM glucose.

Next, we investigated if glucose concentration (0–22.2 mM) influences the expression of sortilin, GLUT1 and GLUT4. A concentration of 5.5 mM glucose was used as a reference level, as this is within normal physiological range (3.9–5.5 mM in blood)^23^. Western blotting demonstrated that glucose deprivation (0 mM) for 48 h caused a reduction of sortilin in all cell lines, while high glucose concentrations (11.1 and 22.2 mM) led to a significant increase in sortilin in PNT2 and LNCaP cells (Fig. 2f). The amount of GLUT1 remained unchanged in response to different glucose concentrations in PNT2 cells, while in PC3 cells the absence of glucose resulted in ~ 1.7-fold increase in GLUT1. The amount of GLUT1 in LNCaP cells was comparable at 0 and 5.5 mM glucose, but dropped ~ twofold at 11.1 and 22.2 mM (Fig. 2f). There was no statistically significant impact on GLUT4 expression in any cell line (Fig. 2f).

### Sortilin likely regulates GLUT1 and GLUT4 via AS160/Rab10/Rab14 pathway

Quantification of fluorescence intensity demonstrated significantly higher expression of GLUT1 in LNCaP cells, compared to PNT2 and PC3 cells (Fig. 3a). Analysis of GLUT1 distribution and its colocalisation with sortilin, indicated that in PNT2 cells both proteins had a strong perinuclear localisation (Fig. 3b). In LNCaP cells, GLUT1 was distributed to the cell membrane and intracellular compartments and largely colocalised with sortilin; while in PC3 cells this protein showed mainly diffuse vesicular localisation and little overlap with sortilin (Fig. 3b). Quantification of Pearson’s correlation coefficient (PCC) between sortilin and GLUT1 revealed a moderate colocalisation in PNT2 and LNCaP cells and a weaker colocalisation in PC3 cells. The amount of GLUT1 fluorescence overlapping with sortilin fluorescence (MCC1_GLUT1_) was significantly higher in LNCaP cells as compared to the two other cell lines (Fig. 3c). Endogenous sortilin also colocalised with HA-GLUT1 (HA-tag was attached to the extracellular loop of GLUT1) at the plasma membrane (Fig. 3d).

**Figure 3:**
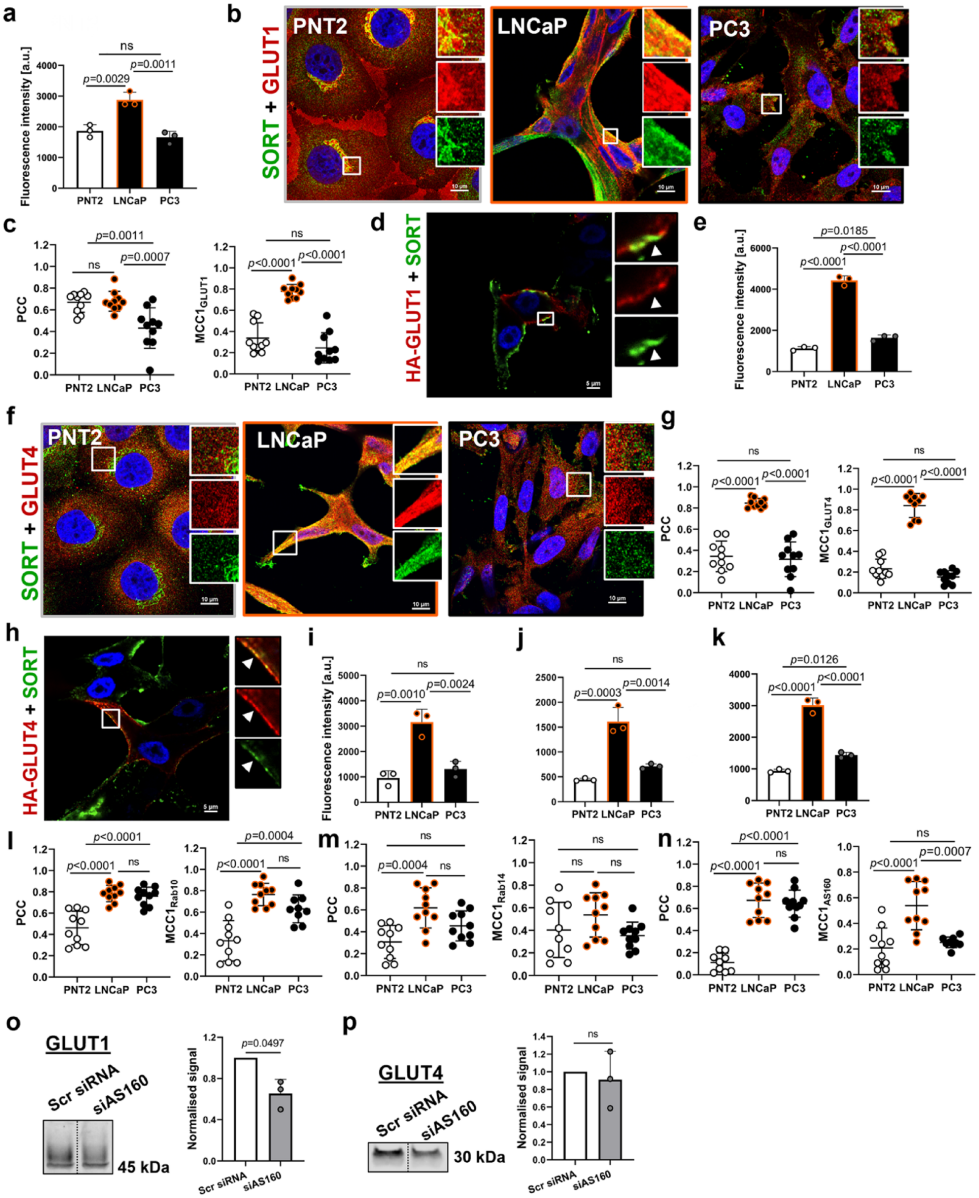
Sortilin (SORT) likely regulates GLUT1 and GLUT4 via AS160/Rab10/Rab14 pathway. (**a**) Quantification of GLUT1 fluorescence intensity. (**b**) Representative confocal images showing co-labelling of cells with anti-GLUT1 (red) and anti-SORT (green) antibodies. Scale bars; 10 µm. (**c**) Quantification of colocalisation between GLUT1 and SORT. (**d**) Representative confocal image showing colocalisation between HA-GLUT1 (red) and SORT (green) at the cell membrane (arrowheads) of LNCaP cells. Scale bars; 5 µm. (**e**) Quantification of GLUT4 fluorescence intensity. (**f**) Representative confocal images showing co-labelling of cells with anti-GLUT4 (red) and anti-SORT (green) antibodies. Scale bars; 10 µm. (**g**) Quantification of colocalisation between GLUT4 and SORT. (**h**) Representative confocal image showing colocalisation between HA-GLUT4 (red) and SORT (green) at the cell membrane (arrowheads) of LNCaP cells. Scale bars; 5 µm. (**i**) Quantification of Rab10, (**j**) Rab14 and (**k**) AS160 fluorescence intensity. (**l**) Quantification of colocalisation between Rab10 and SORT, (**m**) Rab14 and SORT and (**n**) AS160 and SORT. (**o**) GLUT1 and (**p**) GLUT4 expression in LNCaP cells after AS160 knockdown (siAS160) as compared to scrambled siRNA (Scr siRNA). Western blotting bands from the same membrane were shifted towards each other. Western blotting signal was normalised using total protein staining. Data are presented as mean ± SD, in (**c**,**g**,**l,m**,**n**) n = 10 representative ROIs, in (**a**,**e**,**i,j**,**k**) n = 3 (independent experiments), one-way ANOVA, in (**o**,**p)** n = 3 (independent experiments), one-sample t-test.

The fluorescence intensity of GLUT4 was ∽fourfold higher in LNCaP cells, as compared to PNT2 and PC3 cells (Fig. 3e). In PNT2 and PC3 cells, GLUT4 displayed intracellular distribution and limited colocalisation with sortilin (Fig. 3f,g). In LNCaP cells, GLUT4 was also observed at or near the plasma membrane, and there was a significant colocalisation with sortilin (Fig. 3f,g). Labelling of surface proteins revealed colocalisation between endogenous sortilin and HA-GLUT4 (HA-tag attached to the extracellular loop of GLUT4) at the plasma membrane of LNCaP cells (Fig. 3h). In addition, over-expression of sortilin-GFP with GLUT4-mCherry in live LNCaP cells showed colocalisation of these proteins both in intracellular vesicles and at the plasma membrane (Supplementary Fig. S3). Time-lapse imaging revealed that sortilin-GFP and GLUT4-mCherry vesicles trafficked between intracellular compartments from the trans-Golgi network to the plasma membrane (Supplementary Video S1).

In adipocytes and myocytes, phosphorylation of Akt substrate of 160 kDa (AS160) leads to activation of Rab14 and Rab10 GTPases, which mediate GLUT4 vesicle delivery to the plasma membrane via endosomal compartments, and facilitates their translocation and docking at the cell surface, respectively^24^ (Fig. 2b). The pattern of Rab10, Rab14 and AS160 expression matched that of GLUT4, where LNCaP cells demonstrated ∽threefold higher fluorescence intensity compared to PNT2 and PC3 cells (Fig. 3i–k). Furthermore, Rab10 showed a strong correlation and overlap with sortilin in LNCaP and PC3 cells, but not in PNT2 cells (Fig. 3l). While there was some colocalisation between Rab14 and sortilin in LNCaP compared to PNT2 cells (PCC), there was little overlap and no differences between cell lines (MCC1_Rab14_) (Fig. 3m). In contrast, AS160 and sortilin had significant PCC in LNCaP and PC3 cells, compared to PNT2 cells, and there was a moderate overlap in LNCaP cells, which was significantly different from PNT2 and PC3 cells (MCC1_AS160_, Fig. 3n). Knockdown of AS160 (siAS160) (Supplementary Fig. S4) led to a significant reduction in GLUT1 expression in LNCaP cells (Fig. 3o) but had less impact on GLUT4 (Fig. 3p). RNAseq results revealed that genes encoding for glucose transporters and their recycling machinery (*SLC2A4, SLC2A1, Rab11A, Rab4a*) were upregulated in LNCaP cells as compared to PC3 cells (Supplementary Fig. S1, Supplementary Table S1).

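SLC2A4, which encodes GLUT4, lies on chromosome 17 of GRCh38 from 7281718 to 7288257, and SLC2A1, which encodes GLUT1, on chromosome 1 from 42925353 to 42958893. SLC2A4 had 0.194 ± 0.113 CPM (SD, n = 3) in PC3 cells and 16.1 ± 0.752 (SD, n = 3) in androgen-treated LNCaP cells. Its log2 fold change in PC3 against LNCaP cells was -6.36 (standard error 0.26, adjusted p = 2.19e-07 from edgeR's quasi-likelihood test). SLC2A1 had 46.5 ± 6.71 CPM (SD, n = 3) in PC3 cells and 94.8 ± 0.434 (SD, n = 3) in LNCaP cells, a log2 fold change of -1.03 (standard error 0.10, adjusted p = 1.93e-05 from edgeR). RAB11A (chromosome 15, 65726054 to 65891989) had 96.7 ± 4.03 and 408 ± 10.0 CPM (SD, n = 3 in each group), a log2 fold change of -2.07 (standard error 0.07, adjusted p = 9.18e-08 from edgeR). RAB4A (chromosome 1, 229271062 to 229305894) had 54.1 ± 3.48 and 193 ± 8.53 CPM (SD, n = 3 in each group), a log2 fold change of -1.83 (standard error 0.06, adjusted p = 1.03e-07 from edgeR). For each of these genes, every androgen-treated LNCaP library lay above every PC3 library, which chance alone gives for 10% of genes when the direction is left open. SLC2A1 lay just past the fold change of 2, and without PC3 replicate 1 or PC3 replicate 2 its log2 fold change was -0.85. When PC3 cells were compared with vehicle-treated LNCaP cells, the log2 fold changes of SLC2A4 and RAB11A were -4.61 and -1.44 and both genes were still called. RAB4A and SLC2A1 were not called in that comparison, with log2 fold changes of -0.29 (adjusted p = 0.00319 from edgeR) and -0.18 (adjusted p = 0.124 from edgeR). Over all alternatives, the adjusted p-value of SLC2A1 ranged from 1.94e-19 to 0.124 and that of RAB4A from 7.68e-112 to 0.0313. From this comparison of PC3 and LNCaP cells, the paper states that genes for glucose transporters and for their recycling machinery were expressed more in LNCaP cells.

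**Figure D1:**
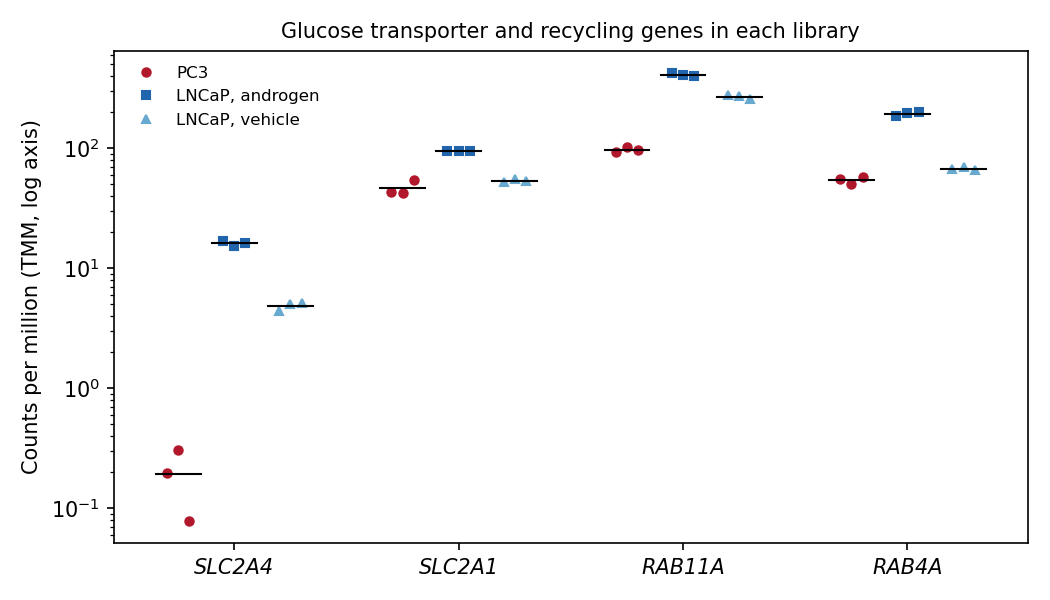
CPM (TMM, log axis) of SLC2A4, SLC2A1, RAB11A and RAB4A in the 3 libraries of each group. Points are libraries and lines are group means. For each gene, the vehicle-treated LNCaP mean lies between the PC3 mean and the androgen-treated LNCaP mean.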

### Sortilin interacts with progranulin and LPL which are involved in lipid metabolism and cancer progression

Sortilin regulates internalisation and degradation of secreted proteins, such as progranulin and LPL^16,25^, which have been implicated in PCa progression^26,27^. Progranulin was detected in all cell lines but was most evident in PC3 cells (Fig. 4a). Whilst PNT2 cells displayed minimal signal correlation (PCC) between sortilin and progranulin, as compared to PCa cells, the overlap (MCC1_PRGN_) was significantly higher in LNCaP than PC3 cells (Fig. 4a,b). Sortilin knockdown in LNCaP cells resulted in significant increase in progranulin as compared to scrambled siRNA-treated cells (Supplementary Fig. S5a). LNCaP cell extracts contained less progranulin, compared to PNT2 cells, and no detectable protein in the culture medium (Fig. 4c). In contrast, PC3 cells had high amounts of progranulin in both the cell extracts and culture medium, compared to PNT2 and LNCaP cells (Fig. 4c), and the ratio of secreted protein to intracellular progranulin was also the highest in PC3 cells (Fig. 4c). 

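Progranulin is encoded by GRN, which lies on chromosome 17 of GRCh38 from 44345246 to 44353106. In the RNAseq libraries, GRN had 460 ± 87.3 CPM (SD, n = 3) in PC3 cells and 95.1 ± 6.79 (SD, n = 3) in androgen-treated LNCaP cells. The log2 fold change was 2.27 (standard error 0.14, adjusted p = 1.47e-06 from edgeR's quasi-likelihood test). With each library left out in turn, it stayed between 2.12 and 2.49. PC3 replicate 3 had 14127 counts on GRN, against 10711 and 9121 in the other PC3 replicates.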

High expression of progranulin gene (*GRN*) in PC3 versus LNCaP cells was also detected by RNAseq (Supplementary Fig. S1 and Supplementary Table S1). The interaction between endogenous sortilin and progranulin was confirmed by co-immunoprecipitation assay in PC3 cells (Fig. 4d) but this association was not found in LNCaP cells (Supplementary Fig. S5b), possibly due to small amounts of progranulin in these cells.

**Figure 4:**
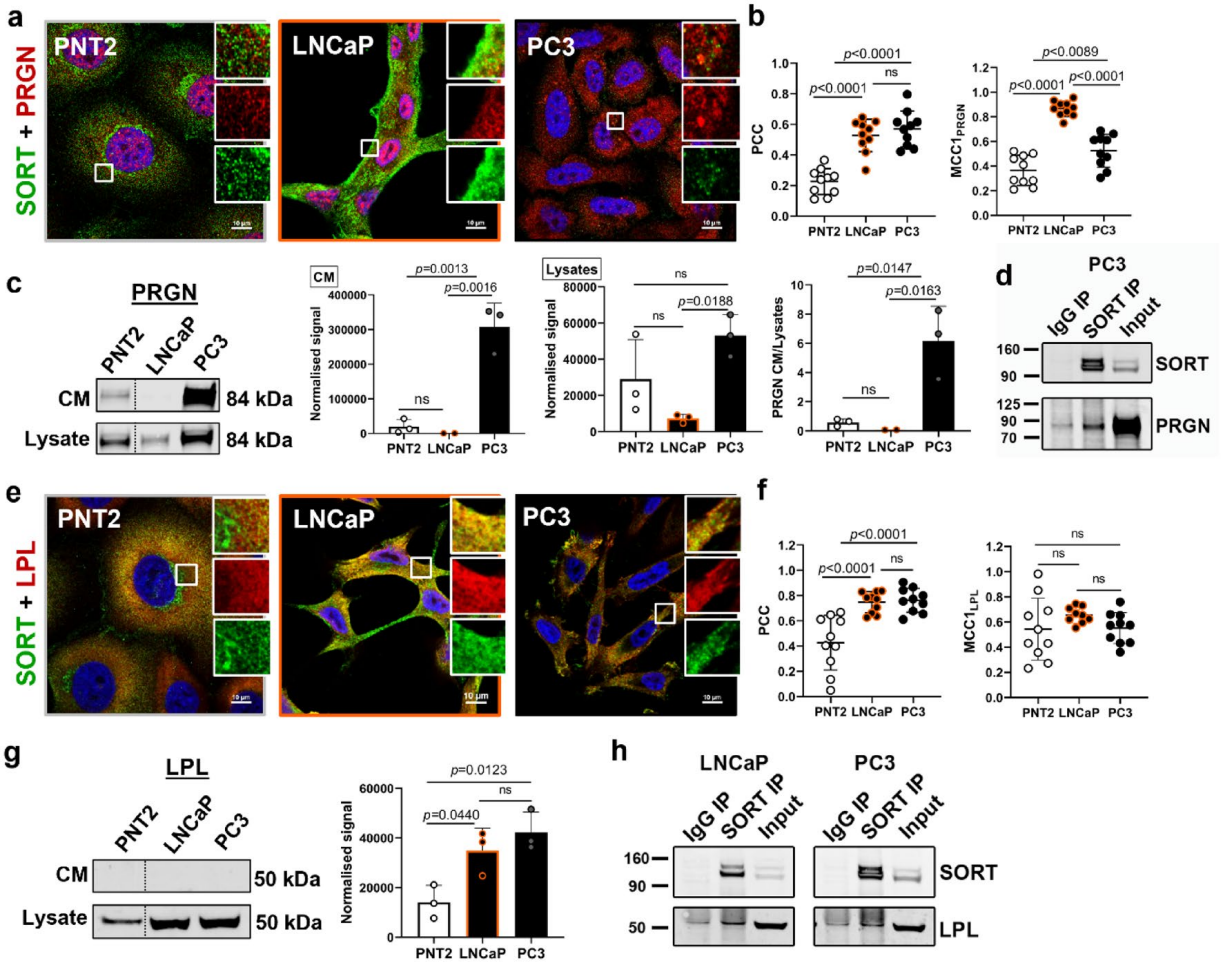
Sortilin (SORT) interacts with progranulin (PRGN) and LPL in PCa cells and PRGN is secreted by aggressive PC3 cells. (**a**) Representative confocal images showing co-labelling of cells with anti-PRGN (red) and anti-SORT (green) antibodies. Scale bars; 10 µm. (**b**) Quantification of colocalisation between PRGN and SORT. (**c**) Amount of PRGN in conditioned media (CM) and corresponding cell lysates with quantification of band densities and ratio of PRGN in CM to PRGN in cell lysates. (**d**) Endogenous SORT was immunoprecipitated (IP) with anti-SORT antibodies and PRGN was detected by Western blotting. Input; cell lysate. (**e**) Representative confocal images showing co-labelling of cells with anti-LPL (red) and anti-SORT (green) antibodies. Scale bars; 10 µm. (**f**) Quantification of colocalisation between LPL and SORT. (**g**) Amount of LPL in CM and corresponding cell lysates with quantification of band densities in cell lysates. In (**c**) and (**g**) PNT2 bands from the same membrane were shifted towards LNCaP and PC3 bands. Western blotting signal was normalised using total protein staining. (**h**) Endogenous SORT was immunoprecipitated (IP) with anti-SORT antibodies and LPL was detected by Western blotting. Input; cell lysate. Data are presented as mean ± SD, in (**b**,**f**) n = 10 representative ROIs, in (**c**,**g**) n = 3 (independent experiments), one-way ANOVA.

There was a significant amount of colocalisation between sortilin and LPL, which was highest in LNCaP and PC3 cells (Fig. 4e,f). Knockdown of sortilin in LNCaP cells caused a decrease in LPL (Supplementary Fig. 5c). Western blotting showed higher amounts of LPL in LNCaP and PC3 cells, compared to PNT2 cells (Fig. 4g). There was no detectable LPL in the culture media of these prostate cell lines (Fig. 4g). Results of co-immunoprecipitation assay indicated that there was an interaction between endogenous sortilin and LPL in LNCaP and PC3 cells (Fig. 4h), but it should be noted that the co-immunoprecipitation with the IgG negative control still had detectable LPL, albeit less than the sortilin immunoprecipitation.

### Syndecan-1 interacts with LPL and colocalises with β_3_ integrin in androgen-insensitive cells

There was significantly more syndecan-1 detected in PC3 cells (Figs. 1e and 5a), with stronger colocalisation between LPL and syndecan-1 in PC3 cells, compared to LNCaP and PNT2 cells (Fig. 5a,b). PC3 cells overexpressing syndecan-1-GFP and fed with lipid mix (chemically defined lipid concentrate) showed a characteristic morphology, where LPL was concentrated in vesicles surrounded by syndecan-1. This phenotype was not observed in cells over-expressing GFP alone (Fig. 5c). 3D rendering of confocal z-stacks revealed LPL vesicles surrounded by endogenous syndecan-1 in PC3 cells (Fig. 5d). As LPL can be bound to the cell membrane and considered a peripheral protein^28,29^, co-immunofluorescence on cell-surface proteins was performed, and 3D z-stack reconstruction confirmed colocalisation of LPL with syndecan-1 in small vesicular structures at the cell membrane (Supplementary Fig. S6a). Further, co-immunoprecipitation assay revealed that syndecan-1 binds to LPL at the endogenous level in PC3 cells (Fig. 5e).

**Figure 5:**
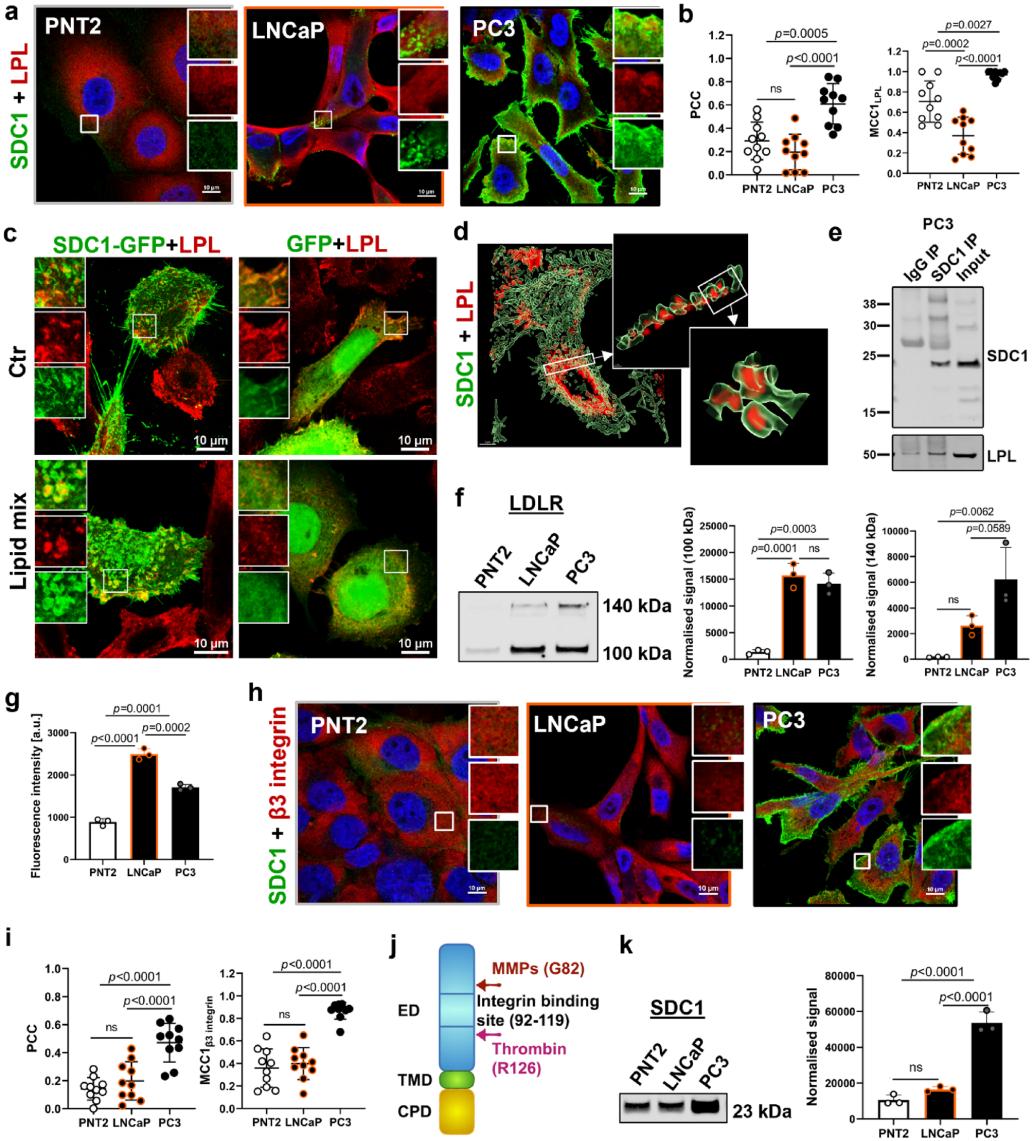
Syndecan-1 (SDC1) interacts with LPL and colocalises with integrin β_3_ in PC3 cells. (**a**) Representative confocal images showing co-labelling of cells with anti-LPL (red) and anti-SDC1 (green) antibodies. Scale bars; 10 µm. (**b**) Quantification of colocalisation between LPL and SDC1. (**c**) Confocal MaxIP images showing distribution of LPL in PC3 cells overexpressing SDC1-GFP or GFP alone, treated or untreated with lipid mix. Scale bars; 10 µm. (**d**) 3D rendering of confocal z-stacks showing SDC1 (green) encapsulating LPL (red) in PC3 cells. (**e**) Endogenous SDC1 was immunoprecipitated (IP) with anti-SDC1 antibodies and LPL was detected by Western blotting. Input; cell lysate. (**f**) Expression LDLR and a corresponding quantification of band densities. Western blotting signal was normalised using total protein staining. (**g**) Quantification of β_3_ integrin fluorescence intensity. (**h**) Representative confocal images showing co-labelling of cells with anti-β3 integrin (red) and anti-SDC1 (green) antibodies. Scale bars; 10 µm. (**i**) Quantification of colocalisation between β_3_ integrin and SDC1. (**j**) Schematic representation of SDC1 core molecule, showing integrin binding site, metalloproteinases (MMPs) and thrombin cleavage sites. (**k**) Western blotting showing a 23 kDa fragment of SDC1 and a corresponding quantification of band densities. Western blotting signal was normalised using total protein staining. Data are presented as mean ± SD, in (**b**,**i**) n = 10 representative ROIs, in (**f,g**,**k**) n = 3 (independent experiments**)**, one-way ANOVA.

Two forms of LDLR were detected in prostate cells; 100 kDa premature/truncated form and a functional 140 kDa form^30,31^ (Fig. 5f). Both LNCaP and PC3 cells expressed significantly higher amounts of a 100 kDa LDLR than PNT2 cells, while a 140 kDa form displayed significant elevation in PC3 cells as compared to PNT2 cells (Fig. 5f).

β_3_ integrins and α_v_β_3_ integrin heterodimers belong to the syndecan-1 interactome (Fig. 2a) and have an established role in PCa progression and metastasis^32^. Measurement of the total fluorescence intensity for β_3_ integrin showed significantly higher expression in malignant cells as compared to PNT2 cells, with a stronger signal in LNCaP compared to PC3 cells (Fig. 5g). There was minimal colocalisation between β_3_ integrin and syndecan-1 in PNT2 and LNCaP cells compared to PC3 cells (Fig. 5h,i).

Figure 5j illustrates a schematic syndecan-1 core molecule, where the arrow indicates a metalloproteinase (MMP2, MMP7, MMP9 and MT1-MMP) cleavage site. 

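MT1-MMP is encoded by MMP14, which lies on chromosome 14 of GRCh38 from 22836560 to 22849041. In PC3 cells, MMP14 had 94.2 ± 8.01 CPM (SD, n = 3), from 1966 to 2566 counts in each library. In androgen-treated LNCaP cells it had 0.460 ± 0.501 CPM (SD, n = 3), with 23, 5 and 2 counts in replicates 1, 2 and 3. The log2 fold change in PC3 against LNCaP cells was 7.60 (standard error 0.37, adjusted p = 5.05e-07 from edgeR's quasi-likelihood test). Without androgen replicate 1 it was 8.95, the largest value among the fits that left out one library. That replicate held transcripts specific to PC3 cells at 0.629% of their PC3 level, against 0.200 to 0.440% in the other 5 LNCaP libraries.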

*MMP14* gene (encoding MT1-MMP) was highly upregulated in PC3 cells as compared to LNCaP cells (Supplementary Fig. S1 and Supplementary Table S1) and MT1-MMP was expressed only in PC3 cells; no protein was detected in PNT2 or LNCaP cells (Supplementary Fig. S6b). In PC3 cells syndecan-1 also colocalised with MT1-MMP at the cell membrane (Supplementary Fig. S6c). Cleavage by MMPs decreases the expected molecular weight of syndecan-1 to ~ 24 kDa and exposes the α_v_β_3_ integrin binding site (amino-acids 92–119)^33,34^. This fragment was recognised by our monoclonal antibody against syndecan-1 (10A3) on Western blotting and showed threefold higher band intensity for PC3 cells, as compared to PNT2 and LNCaP cells (Fig. 5k). These results agreed with significantly higher colocation between integrin β_3_ and syndecan-1 in androgen-insensitive PC3 cells (Fig. 5i).

### Androgens regulate sortilin-mediated glucose metabolism in LNCaP cells

In PCa, the reprogramming of glucose metabolism is known to be governed by androgens^35–37^ and therefore their role in sortilin-regulated glucose metabolism was investigated. The effect of androgens on glucose uptake was confirmed by synthetic androgen (R1881) treatment, which resulted in ∽threefold higher glucose uptake, compared to untreated LNCaP cells (Fig. 6a). While R1881 treatment did not appear to alter the distribution of sortilin in LNCaP cells (Fig. 6b), Western blotting analysis of cell lysates revealed a significantly higher amount of sortilin in LNCaP cells following R1881 addition (Fig. 6c).

**Figure 6:**
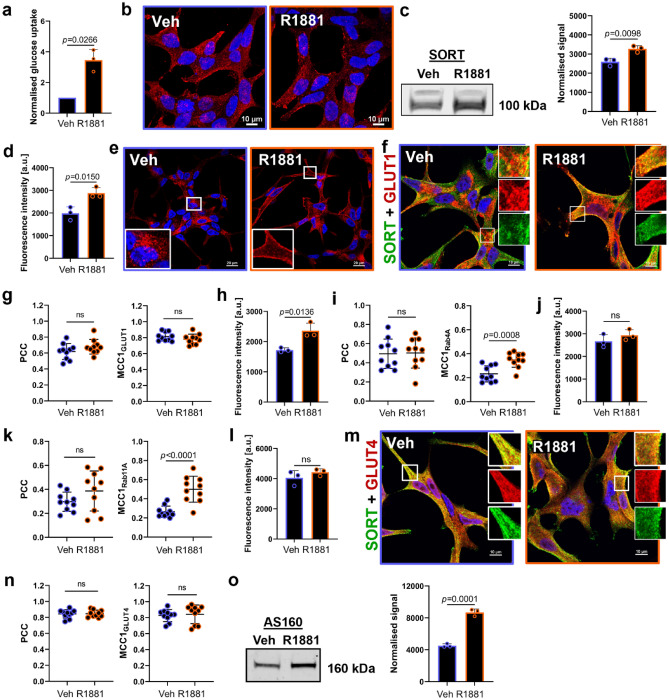
Androgens regulate sortilin (SORT)-mediated glucose metabolism in LNCaP cells. (**a**) Glucose uptake by LNCaP cells treated with vehicle (Veh) versus R1881. (**b**) Representative maxIP confocal images of LNCaP cells immunolabelled with anti-SORT antibodies. Scale bars; 10 µm. (**c**) Expression of SORT and a corresponding quantification of band densities. Western blotting signal was normalised using total protein staining. (**d**) Quantification of GLUT1 fluorescence intensity. (**e**) Representative confocal images showing distribution of GLUT1. Scale bars; 20 µm. (**f**) Representative confocal images of cells co-labelled with anti-GLUT1 (red) and anti-SORT (green) antibodies. Scale bars; 10 µm. (**g**) Quantification of colocalisation between GLUT1 and SORT. (**h**) Quantification of Rab4A fluorescence intensity. (**i**) Quantification of colocalisation between Rab4A and GLUT1. (**j**) Quantification of Rab11A fluorescence intensity. (**k**) Quantification of colocalisation between Rab11A and GLUT1. (**l**) Quantification of GLUT4 fluorescence intensity. (**m**) Representative confocal images of cells co-labelled with anti-GLUT4 (red) and anti-SORT (green) antibodies. Scale bars; 10 µm. (**n**) Quantification of colocalisation between GLUT4 and SORT. (**o**) Expression of AS160 and a corresponding quantification of band densities. Western blotting signal was normalised using total protein staining. Data are presented as mean ± SD, in (**a**,**c**,**d**,**h**,**j**,**l,o**) n = 3 (independent experiments), in (**g**,**i**,**k**,**n**) n = 10 representative ROIs, in **a** one sample t-test, all other graphs; t-test.

The fluorescence intensity of GLUT1 was significantly higher in LNCaP cells after R1881 treatment (Fig. 6d) which also caused a redistribution of GLUT1 from intracellular compartments to the cell membrane (Fig. 6e). In addition, there was high colocalisation between GLUT1 and sortilin in both R1881-treated and untreated cells; vehicle-treated LNCaP cells exhibited GLUT1 and sortilin colocalisation in the perinuclear region, while in androgen-treated cells colocalisation was also detected at the cell membrane (Fig. 6f). The amount of GLUT1 and sortilin colocalisation did not change appreciably between vehicle- and R1881-treated cells (Fig. 6g), maintaining a high overlap between GLUT1 and sortilin (MCC1_GLUT1_).

As androgens increase surface expression of GLUT1, we attempted to identify what elements of GLUT1 trafficking machinery were regulated by R1881 treatment. Rab4A and Rab11A GTPases regulate fast and slow recycling of proteins, respectively^38,39^, and R1881 treatment significantly increased total fluorescence intensity of Rab4A (Fig. 6h) and its overlap with GLUT1 (Fig. 6i). Rab11A expression was not affected by R1881-treatment (Fig. 6j), but the overlap between Rab11A and GLUT1 was ∽twofold higher in cells cultured with androgens (Fig. 6k).

The amount of GLUT4, measured by fluorescence intensity (Fig. 6l) and Western blotting (Supplementary Fig. S7a), was not affected by androgens. Confocal images of LNCaP cells showed significant colocalisation of GLUT4 and sortilin in both vehicle- and R1881-treated cells (Fig. 6m,n), but there was no difference between the treatment groups. Colocalisation between GLUT4 and Rab4A or Rab11A as well as fluorescence intensity of Rab10 and Rab14 showed no change in vehicle versus R1881-treated cells (Supplementary Fig. S7b-e). In contrast, Western blotting analysis revealed that R1881 upregulated AS160 protein by ∽twofold (Fig. 6o). RNAseq results also demonstrated that a set of genes involved in glucose pathway was upregulated upon R1881 treatment (Supplementary Fig. S8 and Supplementary Table S2).

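LNCaP cells were sequenced after 48 h with 10 nM androgen or with vehicle (0.01% ethanol), with 3 libraries in each group. The androgen is R1881 in the main text and DHT in the sample labels and in Supplementary Table S2. In the vehicle-treated libraries, between 17397706 and 18674795 reads were counted on genes, with a median of 18229056, fewer than in any androgen-treated library. The counts were made and tested as for the cell lines, with only these 6 libraries in the fit, and 11697 genes passed the filter on low counts. SLC2A4 had 4.86 ± 0.430 CPM (SD, n = 3) in vehicle-treated cells, and its log2 fold change with androgen was 1.74 (standard error 0.10, adjusted p = 5.11e-09 from edgeR's quasi-likelihood test). RAB4A had 67.5 ± 2.21 CPM (SD, n = 3) in vehicle-treated cells and rose with a log2 fold change of 1.52 (standard error 0.04, adjusted p = 6.36e-12 from edgeR). TBC1D4, which encodes AS160 (chromosome 13, 75283503 to 75482169), rose from 65.2 ± 2.62 to 138 ± 10.3 CPM (SD, n = 3 in each group). The log2 fold change of TBC1D4 was 1.09 (standard error 0.05, adjusted p = 1.08e-09 from edgeR). SLC2A1 and RAB11A rose by less than the fold change of 2, with log2 fold changes of 0.83 (adjusted p = 1.21e-09 from edgeR) and 0.61 (adjusted p = 1.49e-08 from edgeR). RAB14 rose with a log2 fold change of 0.22 (standard error 0.04, adjusted p = 0.000236 from edgeR). With each library left out in turn, the log2 fold change of SLC2A4 stayed between 1.65 and 1.78 and that of SLC2A1 between 0.79 and 0.84. From these data, the paper states that a set of genes of the glucose pathway was upregulated by the treatment.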

Expression of progranulin, LPL and their colocalisation with sortilin were also tested in vehicle versus R1881-treated cells; however, no differences were observed (Supplementary Fig. S9).

### The androgen-insensitive phenotype of PCa cells involves syndecan-1 and can be altered by androgen treatment

Maximum intensity projection confocal images showed high total and surface expression of syndecan-1 in vehicle-treated LNCaP cells (Fig. 7a), but a marked reduction in syndecan-1 fluorescence intensity following R1881 treatment (Fig. 7a,b). *SDC1* gene was also significantly downregulated in the absence of androgens (Supplementary Fig. S8 and Supplementary Table S2). 

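SDC1 had 63.01 ± 3.80 CPM (SD, n = 3) in vehicle-treated LNCaP cells, above the level in each androgen-treated library. The androgen-treated libraries held 890, 673 and 647 counts on SDC1 and the vehicle-treated libraries 1278, 1085 and 1220, although the vehicle-treated libraries were smaller. The log2 fold change with androgen was -0.83 (standard error 0.08, adjusted p = 4.85e-07 from edgeR's quasi-likelihood test), under the fold change of 2. With each library left out in turn, it lay between -0.93 and -0.77.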

Flow cytometry measurements demonstrated significantly more cells expressing syndecan-1 in the androgen-deprived population, compared to the R1881-treated group (Fig. 7c). In addition, while the fluorescence intensity of LPL was not affected by androgens (Supplementary Fig. S9d), the colocalisation of LPL and syndecan-1 was reduced by ∽twofold, following R1881 application (Fig. 7d,e). The co-immunoprecipitation assay showed that endogenous syndecan-1 bound to LPL in LNCaP cells (Fig. 7f), even though a week signal was also detected for IgG negative control. Western blotting analysis confirmed no difference in LPL expression in vehicle versus R1881, but also showed an additional high molecular weight form in lysates from cells cultured in vehicle, which likely represents LPL dimers or oligomers^28^ (Fig. 7g).

**Figure 7:**
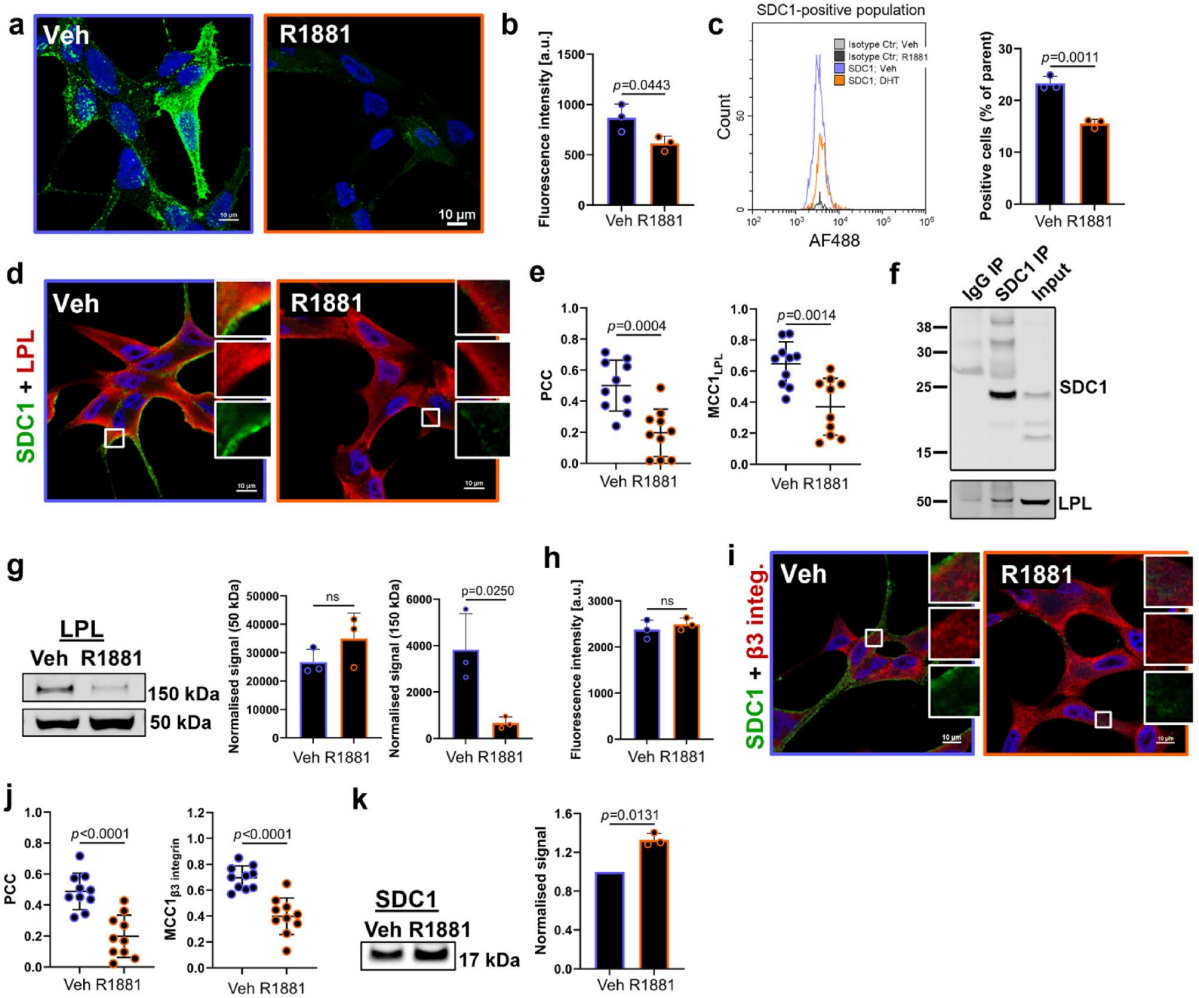
Androgen deprivation increases total and surface expression of syndecan-1 (SDC1) and its colocalisation with LPL and β3 integrin. (**a**) Representative maxIP confocal images of LNCaP cells cultured without (vehicle; Veh) or with androgens (R1881) immunolabelled with anti-SDC1 antibodies. Scale bars; 10 µm. (**b**) Quantification of SDC1 fluorescence intensity. (**c**) Representative flow cytometry histogram showing SDC1-positive cells and quantification of SDC1 positive populations. (**d**) Representative confocal images of cells co-labelled with anti-LPL (red) and anti-SDC1 (green) antibodies. Scale bars; 10 µm. **e** Quantification of colocalisation between LPL and SDC1. (**f**) Endogenous SDC1 was immunoprecipitated (IP) with anti-SDC1 antibodies and LPL was detected by Western blotting. Input; cell lysate. (**g**) Expression of LPL and a corresponding quantification of band densities. Western blotting signal was normalised using total protein staining. (**h**) Quantification of β3 integrin fluorescence intensity. (**i**) Representative confocal images of cells co-labelled with anti-β_3_ integrin (red) and anti-SDC1 (green) antibodies. Scale bars; 10 µm. (**j**) Quantification of colocalisation between β_3_ integrin and SDC1. (**k**) Western blotting showing a 17 kDa fragment of SDC1 and a corresponding quantification of band densities. Western blotting signal was normalised using total protein staining. Data are presented as mean ± SD, in (**b**,**c**,**g**,**h**,**k**) n = 3 (independent experiments), in (**e**,**j**), n = 10 representative ROIs, t-test.

R1881 treatment did not alter the total expression of β_3_ integrin in LNCaP cells (Fig. 7h), but reduced its colocalisation with syndecan-1 (Fig. 7i,j). As shown in Fig. 5j, processing of syndecan-1 by thrombin removes the α_v_β_3_ integrin binding site and produces a fragment with an expected molecular weight of 19 kDa. Western blotting on LNCaP cell lysates revealed a ∽17 kDa fragment of syndecan-1, likely cleaved at R126. There was significantly more of this molecular form in R1881-treated cells (Fig. 7k), indicating reduced availability of the α_v_β_3_ integrin binding site. This is in accordance with the lower colocalisation between syndecan-1 and integrin β_3_ (Fig. 7j). However, in both vehicle and R1881-treated cells the 23 kDa form of syndecan-1, with exposed integrin binding site, was more evident than the 17 kDa band (Supplementary Fig. S10); it is possible that in intact cells used for immunofluorescence, the 17 kDa form dominates at the cell surface.

## Discussion

Sortilin and syndecan-1 are indicative of the PCa cell transition from glucose to lipid metabolism and from an androgen-sensitive to an androgen-insensitive phenotype. In this study, we demonstrated that sortilin likely plays a role in glucose utilisation in PCa cells. We showed that increasing glucose concentration decreased sortilin but increased GLUT1 expression in LNCaP cells, suggesting that in androgen-responsive cells there is a glucose concentration-related link between sortilin and GLUT1 expression. We recently discovered that sortilin is overexpressed in low-grade PCa, but has a low level of expression in benign tissue and high-grade cancer^12^. Accordingly, we showed that sortilin was most abundant in LNCaP cells, when compared to PNT2 and PC3 cells; and similar expression patterns were observed for GLUT1 and GLUT4. Considering that GLUT1 is the closest homolog to GLUT4^40^, we suspected that sortilin might regulate trafficking of both of these glucose transporters in androgen-sensitive cells. Indeed, both GLUT1 and GLUT4 colocalised extensively with sortilin in LNCaP cells, including at the cell membrane, suggesting that sortilin may regulate GLUT1/4 surface expression. LNCaP cells also expressed high amounts of Rab10, Rab14 and AS160 that colocalised with sortilin, indicating that GLUT4 trafficking to the cell membrane in androgen-responsive PCa cells may occur via a similar pathway as in insulin-responsive cells^24^. This may be a result of constitutively active phosphatidylinositol-3-kinase (PI3K)/Akt signalling in PCa pathogenesis^41^ and noteworthy, LNCaP cells express the highest amounts of constitutively active Akt^42^.

Androgens increase glucose uptake^5,35,36^ and the expression of GLUT1^35,43^; and in confirming these results we demonstrated that R1881 also upregulated sortilin expression and caused re-distribution of GLUT1 from intracellular compartments to the plasma membrane, where the two proteins colocalised. We showed that elevated surface expression of GLUT1 in androgen-treated cells involved Rab11A-slow and Rab4A-fast endosome recycling. We identified AS160 as the androgen-regulated component of the GLUT4 pathway, which was significantly overexpressed in R1881-treated cells; and this is in agreement with gene^43^ and protein^36^ expression data. Considering that: (1) there was no redistribution of GLUT4 after R1881 treatment; (2) that AS160 promotes translocation of other GLUTs, including GLUT1^44^; and (3) that AS160 knockdown significantly decreased GLUT1 expression, we propose that AS160 overexpression may be more relevant for androgen-dependent GLUT1 trafficking.

There is an intricate relationship between sortilin and progranulin in PCa cells. While sortilin can bind progranulin and induce its internalisation and degradation^45^, in androgen-insensitive cells it is progranulin that can cause lysosomal degradation of sortilin. This maintains small amounts of sortilin and high levels of progranulin, which consequently promotes PCa progression^26^. Our study confirmed that sortilin interacts with progranulin and that progranulin is secreted by PC3 cells, but not by LNCaP cells. This may be a part of a molecular mechanism for down-regulating glucose metabolism and promoting lipid metabolism. The energy metabolism in castration-resistant PCa patients is heavily dependent on lipids, to drive cancer cell migration and metastasis^6^, hence high-fat diets, obesity and LPL expression are all associated with cancer progression^27,46^. Here, we showed that PCa cell lines overexpressed LPL, which interacted with sortilin, while sortilin knockdown in LNCaP cells decreased LPL. This indicates that sortilin may mediate sorting and/or internalisation of LPL^15,47^ in PCa cells. We also found that in R1881-deprived cells, LPL likely forms homodimers, which may be required for its secretion and catalytic activity^48^. Higher amounts of LPL homodimers in R1881-starved LNCaP cells implies their role in transition towards a more aggressive PCa phenotype.

Syndecan-1 sorts LPL within the Golgi apparatus into sphingomyelin-rich vesicles and supports its trafficking to the cell membrane^29^. Our study revealed that LPL and syncdecan-1 bound to each other and colocalised in PC3 cells. To the best of our knowledge, we demonstrated for the first time the association between LPL and syndecan-1 in vesicles at the cell surface of androgen-insensitive PCa cells. Syndecan-1 tethers LPL along vesicular membranes and keeps it in a filament-like inactive form^28^, thus, it is likely that in PC3 cells syndecan-1 mediates transfer of LPL to the cell surface, where it becomes active and promotes lipid uptake. We also showed that LDLR, another protein involved in lipid internalisation that interacts with syndecan-1^17^, is upregulated in PCa cell lines, and that the functional form of LDLR is expressed to the highest degree in PC3 cells. Syndecan-1 has a direct link to key proteins involved in lipid metabolism and also binds to a range of other extracellular and membrane proteins, including α_V_β_3_ integrin, that promote cancer progression^32^. Our data revealed a high colocalisation of β_3_ integrin with syndecan-1 in PC3 cells, which is in agreement with high amounts of the 23 kDa syndecan-1 form in PC3 cells, with an exposed α_V_β_3_ integrin binding site. This syndecan-1 form is probably derived from proteolytic clipping by metalloproteinases^33^. Indeed, the expression of MT1-MMP was detected only in PC3 cells, where it also colocalised with syndecan-1. Thus, this clipped form of syndecan-1 likely facilitates interactions with α_V_β_3_ integrin, which promote the invasive phenotype of androgen-insensitive cells^32^.

We demonstrated that androgen deprivation upregulated total and surface expression of syndecan-1, which is in concordance with a previous report^49^. Our study showed an association between syndecan-1 and LPL in LNCaP cells and suggested that an increased syndecan-1-mediated LPL exocytosis to the cell surface occurs in androgen-deprived cells. Syndecan-1 sorts LPL into sphingomyelin-rich vesicles^29^, while the androgen receptor can negatively regulate de novo synthesis of sphingolipids^50^, therefore, the overexpression of syndecan-1 together with upregulation of sphingolipid synthesis, likely facilitates LPL trafficking to the plasma membrane in androgen-starved cells. We also demonstrated that androgen treatment decreased the colocalisation between β_3_ integrin and syndecan-1 suggesting that androgen deprivation stimulates interactions between these two proteins, promoting an aggressive phenotype. We showed that R1881 likely stimulates syndecan-1 cleavage by thrombin which removes the α_V_β_3_ integrin binding site^34^. Hence, R1881-treated cells may have more syndecan-1 forms, which are unavailable for interaction with α_V_β_3_ integrin.

While our study provides valuable insights into the role of sortilin, syndecan-1, and associated proteins in prostate cancer cell metabolism, several limitations need to be addressed by further research, including the use of diverse cell lines, in vivo studies, and clinical validation. We recognise that whilst LNCaP and PC3 cell lines are commonly used as models for PCa research, they may not fully represent the heterogeneity and complexity of prostate cancer in patients and thus may not necessarily translate directly to clinical outcomes. This in vitro evidence presented here does not fully replicate complex tumour microenvironments or physiological conditions present in vivo. Further, our study does not address the broader aspects of genetic alterations, hormone signalling, immune responses, and microenvironment interactions. Follow-up studies are required to elucidate additional molecular mechanisms and pathways involved and to investigate if there is a direct/inverse correlation between sortilin and syndecan-1.

In conclusion, we provide evidence for a potential role of sortilin and syndecan-1 in the metabolic programming of PCa cells that may be applicable to androgen-sensitive (or higher androgen concentration) sortilin-driven phenotypes and androgen-resistant (or lower androgen concentration) syndecan-1-reliant phenotypes. Sortilin regulates glucose metabolism and is upregulated by androgen, which also induces glucose uptake, while androgen deprivation leads to overexpression of syndecan-1 and increases its interactions with LPL and α_V_β_3_ integrin to facilitate lipid metabolism and cancer aggression (Fig. 8). This suggests that a metabolic switch may operate in PCa and this has important implications for patient management, with two metabolic phenotypes that match the two morphological patterns observed in cancer tissue; well-formed and poorly formed glands that are defined respectively by sortilin and syndecan-1. It will be important to investigate if there is a direct and inverse correlation between sortilin and syndecan-1 and to establish if there is either a molecular switch or an alternative mechanistic explanation for the alignment of these biomarkers with different stages of prostate cancer progression. Our data also has clinical implications for patients receiving or being considered for ADT, as this treatment may promote the transition to an advanced lipid metabolic phenotype, which is incurable. Therefore, both sortilin and syndecan-1 are potential companion diagnostics and novel therapeutic targets for PCa.

**Figure 8:**
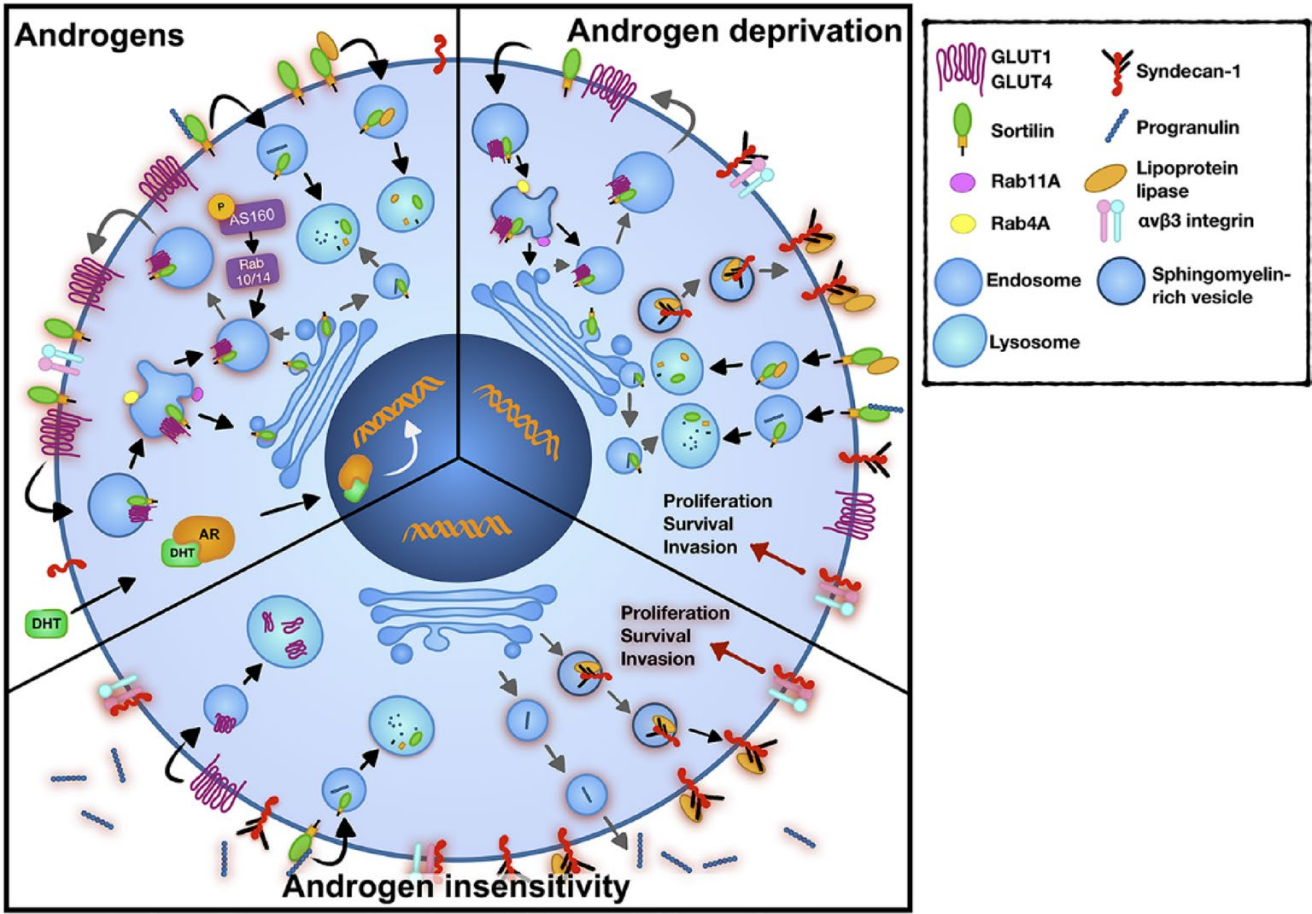
Proposed schematic summary of sortilin and syndecan-1 roles in PCa cell metabolism at different stages of progression. In androgen-sensitive cells sortilin is involved in regulation of GLUT1 and GLUT4 surface expression. Sortilin, GLUT1 and some elements of trafficking machinery are directly or indirectly upregulated by androgens (dihydrotestosterone; DHT, androgen receptor; AR). Sortilin also keeps the level of progranulin and LPL low by controlling their degradation. Androgen deprivation leads to a decrease in sortilin, GLUT1 and Rab4A expression and an increase in syndecan-1 expression. Syndecan-1 promotes trafficking of LPL to the plasma membrane, which facilitates fatty acids uptake. Syndecan-1 also interacts with α_V_β_3_ integrin, which activates proliferation, survival and invasion pathways. Androgen-insensitive PCa cells express low amounts of sortilin but high amounts of progranulin, which is released to the extracellular environment. Progranulin binds to sortilin leading to its internalisation and degradation. Aggressive PCa cells also overexpress syndecan-1, which stimulate LPL trafficking to the cell surface to enhance lipid utilisation. Cleavage of syndecan-1 by metalloproteinases exposes its α_V_β_3_ integrin binding site, which facilitates interaction between the two molecules to promote cell proliferation, survival and invasion.

## Materials and methods

### Histology and immunohistochemistry (IHC)

Formalin fixed, paraffin embedded (FFPE) prostate tissue microarrays (TMA) for immunohistochemical (IHC) assessment was procured from the Flinders Medical Centre (FMC), Bedford Park, Australia. Tissue for the tissue microarray project was sourced from male patients with primary prostatic adenocarcinoma (the median age at the time of surgery was 62 years, ranging from 47 to 71 years) diagnosed between 2000 and 2005 at the Department of Anatomical Pathology, Flinders Medical Centre^51^. Approval for the construction of TMA was given by the Southern Adelaide Clinical Human Research Ethics Committee (OFR#136.16-HREC/16/SAC/). Approval specific to this study was obtained from the Human Research Ethics Committee of the University of South Australia (Application IDs: 201907 and 36070) while site specific approval was obtained from the Central Adelaide Local Health Network (Application ID R20181113; HREC/18/CALHN/749).

Serial sections (2 µm) of the TMA were cut and stained with routine haematoxylin (Ehrlich’s) and eosin (H&E) or labelled by IHC as previously described^52^. Briefly, sections underwent deparaffinisation in xylene, and rehydration through graded ethanol solutions. Heat induced epitope retrieval was carried out in Tris–EDTA Buffer (10 mM Tris Base, 1 mM EDTA Solution, 0.05% Tween®-20, pH 9.0) in a Sharp model R-9270 microwave oven heated on high for 4 min and medium–low for a further 15 min. Tissue sections underwent endogenous peroxidase blocking with 3% H_2_O_2_ for 5 min before incubation with 200 µl of primary antibody for 1 h at room temperature (RT) (sortillin; 0.273 µg/ml, syndecan-1; 2.958 µg/ml)^12^. Immunolabelling detection was performed using the DAKO EnVision + and Liquid diaminobenzidine (DAB) + System kits (Dako Australia Pty Ltd., NSW, Australia) as per manufacturer’s instructions. Tissue sections were counterstained with Ehrlich’s haematoxylin, rinsed in water and dehydrated through a graded series of ethanol solutions. Sections were cleared in xylene and a coverslip applied over DPX mounting media (Merck Millipore Pty Ltd., VIC, Australia). All slides were imaged in brightfield with a ZEISS Axio Scan Z.1 slide scanner with a Plan-Achromat 20 × objective (Zeiss, Jena, Germany). H&E sections and IHC sections with sortilin and syndecan-1 labelling were assessed by a histopathologist, and representative regions were annotated for benign glands, Gleason pattern 3, Gleason pattern 4, and Gleason pattern 5 glands.

### Cell cultures

Human prostate cell PNT2 (ECACC 95012613), LNCaP (clone FCG, ECACC 89110211) and PC3 (ECACC 90112714) were obtained from the European Collection of Authenticated Cell Cultures (ECACC) from CellBank Australia (Children's Medical Research Institute, Westmead, NSW, Australia). All cell lines were authenticated by short tandem repeat (STR) profiling (ECACC) and were negative for mycoplasma contamination (tested at 4–6 month intervals with a Lonza mycoplasma kit). PNT2 and LNCaP cells were maintained in RPMI 1640 medium (Gibco), while PC3 cell line was maintained in Ham’s F12K medium (Gibco); media were supplemented with 10% fetal bovine serum (FBS, Moregate Biotech). Media were replaced every 2 to 3 days and cells were sub-cultured at 70–80% confluency. Cell cultures were maintained at 37 °C with 5% CO_2_. For androgen treatment of LNCaP cells, 24 h after seeding RPMI medium was replaced with RPMI containing no phenol red and supplemented with charcoal-stripped FBS (CS-FBS, Gibco). After another 24 h, 10 nM synthetic dihydrotestosterone (R1881, Sigma) or corresponding concentration of vehicle (0.01% ethanol) was added. Cells were incubated with vehicle or R1881 for 48 h. At the same time, for PNT2 and PC3 cell lines media were replaced with regular RMPI or Ham’s F12K, respectively, to ensure fresh nutrient supply. For all experiments cells were seeded at densities, so that at the end of incubation time (day 5) each cell line reached ~ 80% confluency: for polystyrene flasks/plates the seeding densities were: PNT2; 0.56 × 10^4^ cells/cm^2^, LNCaP; 2.8 × 10^4^ cells /cm^2^, PC3; 1.3 × 10^4^ cells/cm^2^.

### siRNA and plasmids

SMARTpool ON-TARGETplus siRNA against Sortilin (6272, L-010620-00-0005), AS160 (9882, L-021230-01-0005) and non-targeting Pool (DHA-D-001810-10-05) were purchased from DharmaCon Inc. Sortilin-GFP, GLUT4-mCherry, Syndecan-1-GFP and GFP pcDNA3.1 plasmids were constructed by GeneArt; the fluorescence tag was attached to the C-terminus of the protein. pBABE-puro_HA-GLUT1 and pBABEpuro_HA-GLUT4 plasmids were a gift from Professor David James (The University of Sydney). HA-GLUT1 and HA-GLUT4 sequences were cloned from pBABE-puro plasmids into pcDNA3.1+. Briefly, pBABE-puro_HA-GLUT1 was digested with AfeI and PsiI and HA-GLUT1 fragment was cloned into pcDNA3 EcoRV, treated with calf intestinal alkaline phosphatase. pBABEpuro_HA-GLUT4 was digested with BamHI and SalI and HA-GLUT4 fragment was cloned into pcDNA3 BamHI and XhoI. Sequencing verified integrity and orientation of the cDNA’s.

### Cell transfection

For knockdown experiments a reverse transfection was performed. 25 nM of scrambled (control) siRNA, siRNA against Sortilin (siSORT) or AS160 (siAS160) were diluted in Opti-Mem medium (Gibco) and then mixed with Lipofectamine RNAiMAX Transfection Reagent (Invitrogen) first diluted in Opti-Mem medium (Gibco). The mixture was incubated for 40 min. at RT and then added to LNCaP cells freshly seeded onto 6-well plates (6.72 × 10^4^ cells/well). Cells were incubated for 72 h after addition of transfection mix. For overexpression experiments, LNCaP cells (1.4 × 10^4^ cells/well) were seeded 20 h before transfection on CellView 10-well, glass-bottom slides (Greiner). Plasmids (0.5 µg/cm^2^ for single transfection or 0.3 µg/cm^2^ of each plasmid for co-transfection) and Lipofectamine 2000 Transfection Reagent (Invitrogen) were diluted in Opti-Mem medium (Gibco) in separate tubes, then mixed together and incubated for 20 min at RT. The mixture was added to cells and after 5 h incubation, fresh medium containing 10% FBS was added to cells. For cells transfected with syndecan-1-GFP or GFP media containing 2% chemically defined lipid concentrate (Gibco) (final concentration 1%) or fresh media were added to cells 24 h after transfection and the cells were incubated for additional 20 h before the assay.

### Glucose uptake assay

To determine glucose uptake Glucose Uptake-Glo Assay (Promega) was used. LNCaP cells transfected with siRNA, as described above, were seeded onto CellStar 96-well glass-bottom, white plate (Greiner) at 2 × 10^4^ cells/well in RPMI media containing no glucose and supplemented with 10% FBS. Cells were incubated for 20 h before the assay. To compare glucose uptake in LNCaP cells treated with vehicle versus R1881, cells were seeded onto 6-well plates and treated with vehicle or R1881 as described in the “Cell cultures” section. On the day of the glucose assay LNCaP cells were trypsinised, centrifuged (125 g, 5 min), resuspended in glucose-free RPMI and 5 × 10^4^ cells/well were seeded onto a 96-well glass-bottom, white plate (Greiner) We measured glucose uptake in cells using the Glucose Uptake-Glo™ Assay (Promega, J1341) according to the manufacturer’s instructions. Briefly, cells were incubated with or without treatment for the indicated time and then exposed to 2-deoxyglucose (2DG) for 15 min at 37 °C. The uptake of 2DG was stopped by adding Stop Buffer, which also lysed the cells and destroyed any NADPH. The acid was neutralised by adding Neutralisation Buffer before adding the 2DG6P Detection Reagent, which contained glucose-6-phosphate dehydrogenase (G6PDH), NADP+, Reductase, Ultra-Glo™ Recombinant Luciferase and proluciferin substrate. G6PDH oxidised 2-deoxyglucose-6-phosphate (2DG6P) to 6-phosphodeoxygluconate and simultaneously reduced NADP + to NADPH. The Reductase used NADPH to convert the proluciferin to luciferin, which was then used by Ultra-Glo™ Recombinant Luciferase to produce a luminescent signal that was proportional to the concentration of 2DG6P. Incubation time with the detection reagent was 1 h. Luminescence was measured at 560 nm at 1 s. integration using Victor3 (PerkinElmer) plate reader and normalised to signal recorded for cells treated with vehicle (set arbitrary to 1).

### Immunofluorescence

For immunofluorescence, cells were seeded on glass-bottom 96-well plates (Greiner). Cells were fixed for 12 min with ice-cold solution containing 8% paraformaldehyde (PFA, Electron Microscopy Sciences) and 8% sucrose (Sigma) in PBS, which was slowly added to cells in warm media at 1:1 ratio. After fixation, cells were washed 3 × 5 min in PBS, blocked and permeabilised for 1 h in 2.5% bovine serum albumin (BSA, Sigma) in PBS containing 0.05% saponin (Sigma) (blocking buffer). Cells were incubated with primary antibodies diluted in blocking buffer overnight at 4 °C, then washed 3 × 5 min in PBS, followed by 1 h incubation with secondary antibodies diluted in blocking buffer, in the dark, at RT. Next, cells’ nuclei were stained for 10 min with Hoechst 33342 (Invitrogen) dye, washed 3 × 5 min in PBS and once in milli-Q water before adding 40 µl of Fluoromount-G (Merck) to each well. For co-immunofluorescence experiments, single-labelled samples were prepared and imaged separately to control for crosstalk between fluorophores. Samples treated with only secondary antibodies were used as a negative control. A list of primary and secondary antibodies used for immunofluorescence is provided in Supplementary Table S3.

### Surface immunofluorescence

For surface immunofluorescence cells were seeded as for immunofluorescence and on the day of experiment incubated with primary antibodies in full media at 4 °C for 1 h. Next, cells were washed 3 times in PBS, fixed in solution containing 4% PFA and 4% sucrose in PBS for 8 min, and washed again 3 × 5 min in PBS. Then, cells were blocked in 2.5% BSA in PBS for 1 h, at RT and incubated for a further 1 h with secondary antibodies The remainder of the procedure was the same as described in the “Immunofluorescence” section. Anti-sortilin antibody labelling with Alexa Fluor 488 fluorophore was performed using Alexa Fluor 488 antibody labelling kit (A20181, Life Technologies) according to manufacturers’ instructions.

### Cell discoverer 7 (CD7) imaging

For determination of fluorescence intensity and colocalisation between proteins, samples were captured with CD 7 (Zeiss) high throughput automated microscope using auto-corrective 20 × Plan-Apochromat Objective (NA 0.95). LED light intensity and exposure time were adjusted for each fluorophore so that the fluorescence was in the dynamic range. Definite focus with software auto-focus strategy were used to verify positions on the 96-well plate (ensuring that fields of view were in focus), which were then captured automatically with the same settings for all samples.

### Quantification of fluorescence intensity

The fluorescence intensity for each image captured with CD7 was quantified with Zen Blue software (ver. 3.0, Zeiss) using automatic analysis module, which applies the same settings to all captured images; a minimum intensity threshold was set based on negative controls to cut off background fluorescence. The fluorescence intensity signal for each cell line (~ 80% confluency) is an average of five images per one experiment, which was repeated 3 times independently.

### Quantification of colocalisation

Pearson correlation coefficient (PCC), which reports on the proportional co-distribution of the two fluorophores, and Mander’s colocalisation coefficients (MCC), which measures the fraction of one fluorophore that colocalises with the second fluorophore, independently of signal proportionality^53^, were determined using Zen Blue software (ver. 3.0, Zeiss) equipped with colocalisation tool. To remove background signal, in each experiment the minimum intensity threshold for each fluorophore was set based on a single-labelled control and applied to the software colocalisation window. Colocalisation was quantified for 10 representative regions of interest (ROIs) for each tested condition. As the green signal almost fully colocalised with red signal, we only reported the fraction of red-labelled protein that colocalised with green-labelled protein (MCC1).

### Confocal imaging

For detailed visualisation of cellular structures cells were imaged with a Nikon A + confocal microscope (Nikon, Japan), equipped with a LU-N4/LU-N4S 4-laser unit (403, 488, 561 and 638 nm), the A1-DUG GaAsP Multi Detector Unit (2 GaAsP PMTs + 2 standard PMTs), a 32 channel spectral detector (Nikon, Minato, Tokyo, Japan) and a Uno‐Combined‐Controller, CO_2_ microscope electric top stage incubation system (Okolab, Pozzuoli, NA, Italy) to maintain live cells at 37 °C with 5% CO_2_. Images were acquired using Plan Apo λ 60 × oil immersion objective, with 2 × line averaging. Z-stacks were captured with 0.2 µm step and 2 × line averaging. The video showing GLUT4-mCherry with sortilin-GFP was acquired for 5 min with no delay, 2 × line averaging and 3 × zoom. Images were processed using NIS Elements software (ver. 4.5, Nikon). 3D rendering of z-stack images was performed using Imaris software (ver. 9.7.0, Oxford Instruments).

### Flow cytometry

For flow cytometry, LNCaP cells were cultured in T25 flasks and treated with R1881 or vehicle as described above. On the day of assay, cells were detached and resuspended in cold FACS buffer (PBS, 1% BSA and 0.1% sodium azide), followed by fixation with 4% PFA. After washing, cells were resuspended in FACS buffer containing 0.05% saponin and 20 µg/ml of anti-syndecan-1 antibody (ab34164) or isotype control antibody (ab170190) and were incubated for 30 min at RT. Next, cells were washed, resuspended in FACS buffer containing 0.05% saponin and incubated with 1 µg/ml donkey anti-mouse Alexa Fluor 488 secondary antibody (Invitrogen, A-21202) for 30 min at RT in the dark. After washing, cells were resuspended in FACS buffer and 10.000 events per sample were acquired using Cytoflex S flow cytometer (Beckman Coulter). Data were analysed using CytExpert 2.4 (Beckman Coulter). An example of the gating strategy for this experiment is presented in Supplementary Fig. S11.

### Cell treatment with increasing glucose concentration

Cells were seeded in T25 flasks. After 48 h of incubation media were changed to RPMI media (Gibco) containing no glucose or supplemented with a desired concentration of glucose (5.5 mM, 11.1 mM or 22.2 mM). Cells were incubated in different glucose concentration for 48 h before collection of cell lysates.

### Collection of cell lysates and conditioned media

For the collection of lysates on the day of assay, cells were washed with ice cold PBS before addition of RIPA lysis buffer (Milipore) supplemented with Halt™ protease and phosphatase inhibitor cocktail (Thermo Scientific). Cell lysates were centrifuged at 10,000×*g* for 10 min, at 4 °C and the supernatant was transferred to fresh Eppendorf tubes and stored at − 30 °C. For the collection of conditioned media and corresponding lysates, cells were cultured in T75 flasks. 48 h before collection, media were replaced with serum-free RPMI media containing no phenol red (Gibco). On the day of assay, conditioned media were harvested into falcon tubes, centrifuged at 2000 g, for 10 min at 4 °C and then filtered through 0.22 µm syringe filters to remove cell debris. Next, media were concentrated using Vivaspin Turbo 15 concentrators (Sartorius) with a 3 kDa cut-off by centrifugation at 4000 g at 4 °C, until ~ 1.4 ml of concentrate was achieved. Halt™ protease and phosphatase inhibitor cocktail and 5 mM EDTA (Thermo Scientific) were added the concentrated conditioned media, which were then stored at − 30 °C. The protein concentration in cell lysates and conditioned media was determined using Micro BCA Protein Assay Kit (Thermo Scientific) as per manufacturer’s instructions. Collected lysates and conditioned media were blotted for progranulin and lipoprotein lipase.

### SDS-PAGE and Western blotting

Equal amount of protein (10—20 µg, depending on the protein of interest) was loaded onto 8% or 10% Bolt™ Tris-Bis Mini Protein Gel (Invitrogen) and the electrophoresis was run at 130 V, 1 h. Next, the protein was transferred onto PVDF membrane using iBlot dry blotting system (Life Technologies). Electrophoresis for proteins in conditioned media and corresponding cell lysates was run simultaneously and the gels were placed on the same membrane for protein transfer. This was followed by total protein staining with Revert total protein stain (Li-Cor Biosciences) and signal recording with Odyssey CLx System (Li-Cor Biosciences) as per manufacturer’s instructions.

After de-staining the membrane was blocked in an appropriate blocking buffer (5% BSA or 5% skimmed milk in TBS buffer), for 1 h at RT, then rinsed with TBS buffer containing 0.1% Tween (TBS-T), followed by overnight incubation at 4 °C with primary antibodies (Supplementary Table S3), diluted in blocking buffer. Next, the membrane was washed 3 × 5 min in TBS-T and then incubated for 1 h with secondary antibodies (Supplementary Table S3) in the dark, at RT. This was followed by washing 3 × 5 min in TBS-T and once in deionized water. Imaging was performed using Odyssey CLx System (Li-Cor Biosciences) at 84 µm resolution. Image processing and quantification of band densities was performed using Empiria Studio (ver. 1.3, Li-COR Biosciences). Western blotting signal was normalised using total protein staining. Western blot conditions for each protein are provided in Supplementary Table S4.

### Co-immunoprecipitation

Cells were cultured in T175 flasks and at 80% confluency cells were washed once with cold DPBS and then incubated with 2 mM of dithiobis(succinimidyl propionate (Pierce™ Premium Grade DSP, Thermo Fisher Scientific) for 1 h at 4 °C. Then, quenching buffer (1 M Tris, pH 7.5) was added for 15 min at 4 °C. Cells were lysed in 1.2 mL of Pierce ™ IP Lysis Buffer (Thermo Fisher Scientific) containing 1% (v/v) Halt™ protease and phosphatase inhibitor cocktail (Thermo Fisher) followed by one wash with cold DPBS. Cell lysates were centrifuged and stored as described above. For the immunoprecipitation 500 µg of protein was incubated with 2–4 µg of primary or nonspecific IgG isotype control antibodies (Supplementary Table S3) overnight at 4 °C on HulaMixer™ Sample Mixer with rotating angle at 45° and speed at 25 rpm (Thermo Fisher). Lysate-antibody complex was then incubated with 100 µL of μMACS Protein G MicroBeads (Miltenyi Biotec) for 1 h at 4 °C using HulaMixer™ Sample Mixer at 25 rpm. Postabsorptive supernatant was magnetically isolated after eluting the lysate-antibody-bead complex through µMACS™ separator and µ column (Miltenyi Biotec) according to the manufacturer's instructions. Epitope location and specificity of the in-house antibodies against sortilin and syndecan-1 used in this method are provided in Supplementary Figs. S12 and S13.

### Statistics

Statistical analysis was performed using GraphPad Prism 9 software (version 9.3.1) Data are presented as mean of at least three independent experiments ± SD. For fluorescence intensity quantification, for each cell line signal from five images was averaged per one independent experiment. For colocalisation analysis data are presented as mean of 10 representative ROIs. For comparison between three cell lines the statistical significance was assessed using one-way ANOVA with Tukey’s multiple comparisons (for comparison of every mean with every other mean) or Dunnett’s multiple comparisons (for comparison of every mean to a control mean) test, where p ≤ 0.05 was considered significant. For comparison between two conditions (LNCaP cells treated with R1881 versus vehicle), t-test or one-samples t-test (for normalised data) was performed, where differences were deemed significant at *p* ≤ 0.05. Outliers were determined based on Dixon’s Q test (https://contchart.com/outliers.aspx).

### Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Video 1.

## Data Availability

The RNA sequencing data cell lines generated in this study have been deposited in the Gene Expression Omnibus (GEO) – NCBI – NIH repository under the accession number GSE220618. All experimental data that support the findings of this study are included as follows: 7 main figures, 13 supplementary figures and 4 supplementary tables. The Source data file is provided with this paper.

# Supplementary material for: Dynamic interplay between sortilin and syndecan-1 contributes to prostate cancer progression
**Source:** Sci Rep. 2023 Aug 18;13:13489. doi: 10.1038/s41598-023-40347-7
**Supplement:** Supplementary file 2 — Supplementary Information 2.

Supplementary information for:

**Dynamic interplay between sortilin and syndecan-1 contributes to prostate cancer progression**

Joanna Lazniewska<sup>1\*</sup>, Ka Lok Li<sup>1</sup>, Ian R. D. Johnson<sup>1</sup>, Alexandra Sorvina<sup>1</sup>, Jessica M. Logan<sup>1</sup>, Carmela Martini<sup>1</sup>, Courtney Moore<sup>1</sup>, Ben S-Y. Ung<sup>1</sup>, Shane M. Hickey<sup>1</sup>, Litsa Karageorgos<sup>1</sup>, Sarita Prabhakaran<sup>1,2</sup>, Jessica K. Heatlie<sup>1</sup>, Robert D. Brooks<sup>1</sup>, Chelsea Huzzell<sup>1</sup>, Nicholas I. Warnock<sup>3</sup>, Mark P. Ward<sup>4</sup>, Bashir Mohammed<sup>4</sup>, Prerna Tewari<sup>4</sup>, Cara Martin<sup>4</sup>, Sharon O' T<sup>4</sup>, Laura Bogue Edgerton<sup>4</sup>, Mark Bates<sup>4</sup>, Paul Moretti<sup>3</sup>, Stuart M. Pitson<sup>3</sup>, Stavros Selemidis<sup>5</sup>, Lisa M. Butler<sup>6,7</sup>, John J. O' L<sup>4</sup>, Douglas A. Brooks<sup>1\*</sup>

<sup>1</sup>Clinical and Health Sciences, University of South Australia, Adelaide SA 5000, Australia.

<sup>2</sup>Department of Anatomical Pathology, College of Medicine and Public Health, Flinders University, Bedford Park SA 5042, Australia. <sup>3</sup>Centre for Cancer Biology, University of South Australia and SA Pathology, Adelaide SA 5000, Australia. <sup>4</sup>Department of Histopathology, Trinity College Dublin, Dublin 8, Ireland. <sup>5</sup>School of Health and Biomedical Sciences, STEM College, RMIT University, Bundoora VIC 3083, Australia. <sup>6</sup>South Australian ImmunoGENomics Cancer Institute and Freemasons Centre for Male Health and Wellbeing, University of Adelaide, Adelaide SA 5000, Australia. <sup>7</sup>Solid Tumour Program, Precision Cancer Medicine theme, South Australian Health and Medical Research Institute, Adelaide SA 5000, Australia. \*e-mail: , 

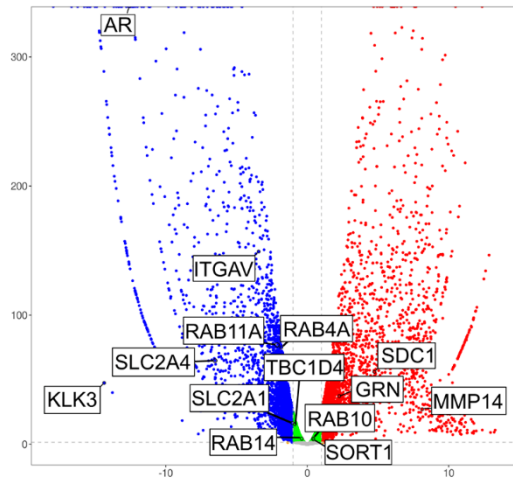

**Supplementary Figure S1. Differential expression of genes in prostate cancer cell lines.** Volcano plot showing differentially expressed genes in PC3 versus LNCaP cells. Genes of interests are annotated.

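Among the 12541 genes tested between PC3 and androgen-treated LNCaP cells, 5773 were called, 3005 higher and 2768 lower in PC3 cells. The alternative that moved this count most, a threshold on the adjusted p-value alone, called 10530 genes. Among called genes with more than 3 CPM in every library of the comparison, the 5 with the largest rise in PC3 cells were FZD8, VIM, ITGA3, ANTXR2 and EPHA2. The log2 fold change was 7.21 for FZD8 (standard error 0.31, adjusted p = 2.80e-07 from edgeR's quasi-likelihood test) and 6.80 for EPHA2 (standard error 0.20, adjusted p = 5.03e-08 from edgeR). VIM, ITGA3 and ANTXR2 had log2 fold changes of 7.19, 7.07 and 7.06. Among LNCaP libraries, all 5 genes were highest in androgen replicate 1, which held transcripts specific to PC3 cells at 0.629% of their PC3 level. Without that library, the log2 fold changes of FZD8, VIM, ITGA3, ANTXR2 and EPHA2 were 7.58, 7.53, 7.23, 7.19 and 6.98. Their low LNCaP levels may hold PC3 material, so these fold changes are uncertain. FZD8, VIM, ITGA3, ANTXR2 and EPHA2 had 8.23, 9.07, 7.38, 7.24 and 6.70 against vehicle-treated LNCaP cells. Of the 74-nt stretches of VIM transcripts, 18.6% also occur elsewhere in the genome or in transcripts of another gene. LIMCH1, FKBP5, CTNNA1 and HES6 were among those with the largest fall. LIMCH1 had 4.54 ± 0.469 CPM (SD, n = 3) in PC3 cells and 1937 ± 29.5 (SD, n = 3) in LNCaP cells, a log2 fold change of -8.73 (standard error 0.11, adjusted p = 6.56e-09 from edgeR). FKBP5, CTNNA1 and HES6 had log2 fold changes of -7.19, -7.15 and -7.06. Against vehicle-treated LNCaP cells, LIMCH1 and CTNNA1 had -7.09 and -6.76, and FKBP5 and HES6 had -2.27 and -3.80.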

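Supplementary Table S1 lists the log2 fold change in PC3 against LNCaP cells, the average log2 CPM and the p-values of edgeR for selected genes. KLK3, the gene of prostate-specific antigen (chromosome 19, 50854915 to 50860764), had 2, 2 and 20 counts in PC3 replicates 1, 2 and 3 and between 86989 and 88995 in the androgen-treated LNCaP libraries. Its log2 fold change was -13.65 (standard error 0.43, adjusted p = 6.57e-08 from edgeR's quasi-likelihood test), and -15.43 without PC3 replicate 3. Among the genes of GLUT4 vesicle trafficking, TBC1D4 and RAB14 were lower in PC3 cells, with log2 fold changes of -0.87 (standard error 0.08, adjusted p = 2.50e-05 from edgeR) and -0.38 (standard error 0.06, adjusted p = 0.000324 from edgeR). RAB10 (chromosome 2, 26034084 to 26137454) was higher in PC3 cells, with a log2 fold change of 0.41 (standard error 0.07, adjusted p = 0.000621 from edgeR). None of these 3 genes reached the fold change of 2, except TBC1D4 without androgen replicate 1, with -1.002. Against vehicle-treated LNCaP cells, the log2 fold change of TBC1D4 was 0.24 (adjusted p = 0.0228 from edgeR, and 7.56e-18 to 0.254 over its alternatives), a change of sign. RAB14 was -0.14 there (adjusted p = 0.0520 from edgeR, and 3.35e-09 to 0.0520 over its alternatives). Of 19 genes that the paper names in the tables, in Fig. 2a or for a protein it measures, 13 were tested between PC3 and LNCaP cells and 9 were called, and also 9 when adjusted over the list alone. The paper presents these genes from the same libraries, so the count over the list alone is not independent evidence.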

**Supplementary Table S1.** Differential expression of genes of interest in PC3 versus LNCaP cells.

| Gene   | Log FC  | LogCPM | <i>p</i> value | FDR       |
|--------|---------|--------|----------------|-----------|
| KLK3   | -14.100 | 11.020 | 1.10E-66       | 7.88E-66  |
| AR     | -12.494 | 7.027  | Infinity       | Infinity  |
| SLC2A4 | -6.363  | 2.978  | 1.48E-95       | 1.73E-94  |
| ITGAV  | -3.431  | 8.299  | 8.85E-168      | 2.63E-166 |
| RAB11A | -2.075  | 7.944  | 8.50E-85       | 8.23E-84  |
| RAB4A  | -1.832  | 6.913  | 2.17E-77       | 1.87E-76  |
| SLC2A1 | -1.036  | 6.108  | 4.15E-18       | 1.05E-17  |
| TBC1D4 | -0.869  | 6.705  | 6.00E-17       | 1.47E-16  |
| RAB14  | -0.376  | 7.466  | 3.58E-05       | 5.33E-05  |
| LDLR   | 0.052   | 7.457  | 7.65E-01       | 7.82E-01  |
| RAB10  | 0.413   | 8.105  | 1.13E-05       | 1.72E-05  |
| SORT1  | 0.439   | 5.654  | 9.91E-05       | 1.44E-04  |
| GRN    | 2.262   | 8.084  | 4.57E-42       | 2.04E-41  |
| SDC1   | 4.748   | 8.957  | 5.46E-63       | 3.69E-62  |
| MMP14  | 7.929   | 5.541  | 1.19E-39       | 5.10E-39  |

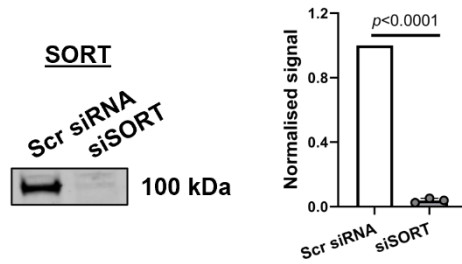

**Supplementary Figure S2. Western blotting showing succesful knockdown of sortilin in LNCaP cells.** Scr siRNA; scrambled siRNA, siSORT; sortilin siRNA. Sortilin was detected using Abcam ab16640 antibody. Total protein staining was used for Western blot signal normalisation. Data are presented as mean  $\pm$  SD, n = 3, one-sample t-test.

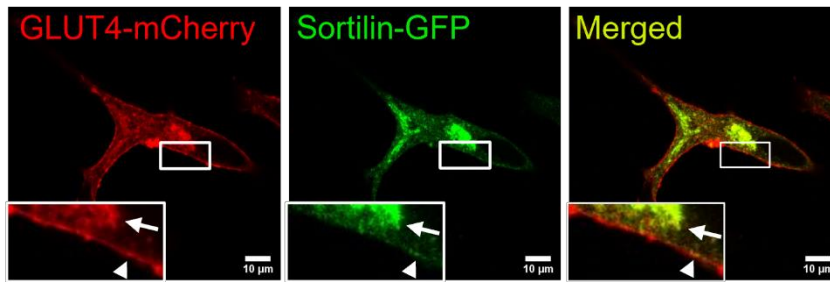

**Supplementary Figure S3.** GLUT4-mCherry (red) colocalises with sortilin-GFP (green) in intracellular stores (arrows) and at the plasma membrane (arrowheads) in LNCaP cells. Scale bar; 10  $\mu\text{m}$ .

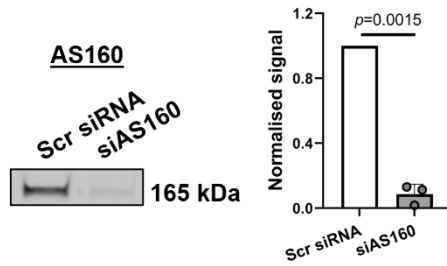

**Supplementary Figure S4. Western blotting showing succesful knockdown of AS160 in LNCaP cells.** Scr siRNA; scrambled siRNA, siAS160; AS160 siRNA. Total protein staining was used for Western blot signal normalisation. Data are presented as mean  $\pm$  SD, n = 3, one-sample t-test.

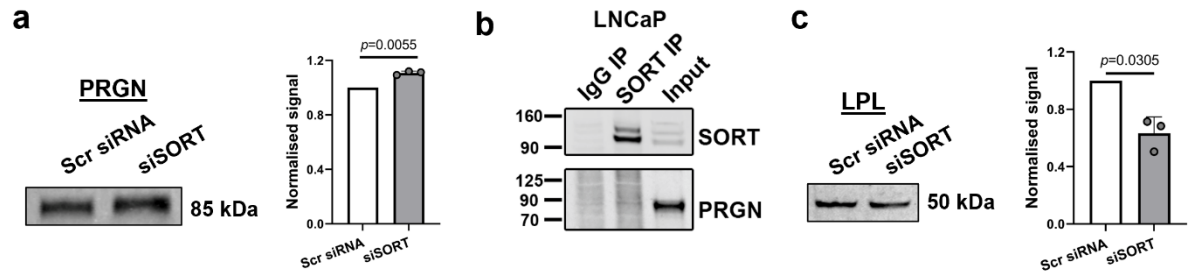

**Supplementary Figure S5. Sortilin (SORT) knockdown affects progranulin (PRGN) and lipoprotein lipase (LPL) expression, but SORT does not bind to PRGN in LNCaP cells.** **a** SORT knockdown in LNCaP cells leads to a higher level of progranulin (PRGN). **b** Association between endogenous SORT and PRGN was not detected in LNCaP cells. SORT was immunoprecipitated (IP) with monoclonal anti-SORT antibodies and PRGN was detected by Western blotting. Cell lysates (Input) were also subjected to Western blotting. **c** SORT knockdown in LNCaP cells leads to decreased level of LPL. Scr siRNA; scrambled siRNA, siSORT; sortilin siRNA. Total protein staining was used for Western blot signal normalisation. Data are presented as mean  $\pm$  SD,  $n = 3$ , one-sample t-test.

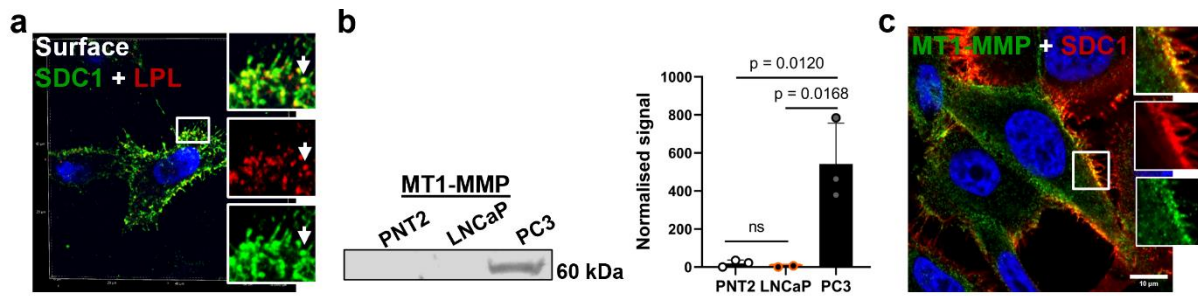

**Supplementary Figure S6. Syndecan-1 (SDC1) colocalises with lipoprotein lipase (LPL) and is likely processed by MT1-MMP in PC3 cells.** **a** Confocal 3D reconstruction from z-stack showing colocalisation between SDC1 (green) and LPL (red) in vesicular structures (example; white arrows) at the cell surface of PC3 cells. **b** Western blotting showing the expression of MT1-MMP in prostate cell lines and a corresponding quantification of band densities. Western blotting signal was normalised using total protein staining. **c** A representative confocal image showing PC3 cells co-labelled with anti-SDC1 (red) and anti-MT1-MMP (green) antibodies. Scale bar; 10  $\mu$ m. Data are presented as mean  $\pm$  SD,  $n = 3$  (independent experiments), one-way ANOVA.

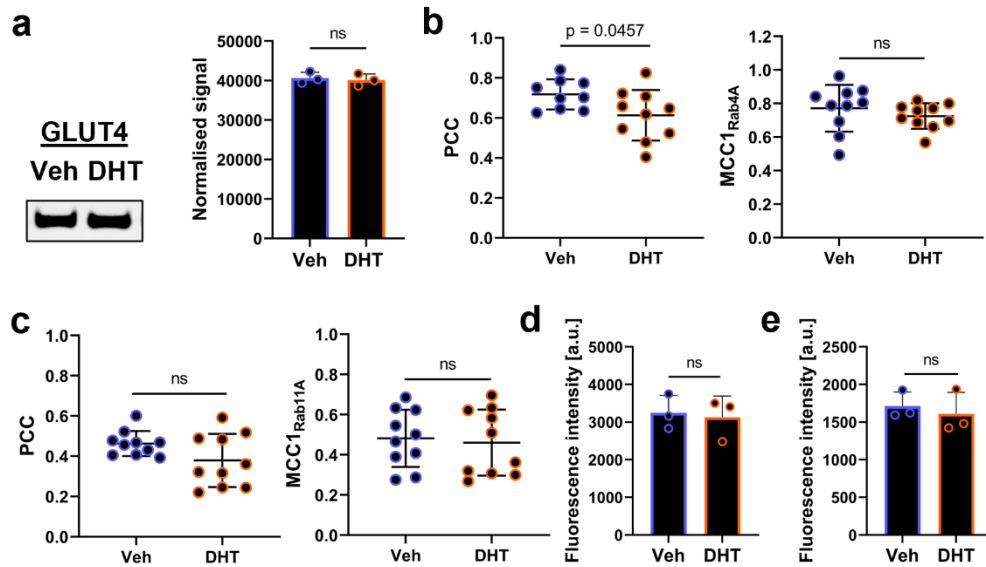

**Supplementary Figure S7. Androgens do not alter total expression and recycling machinery of GLUT4.** **a** Western blotting showing total expression of GLUT4 in LNCaP cells cultured with vehicle (Veh) or DHT. **b** Quantification of colocalisation between Rab4A and GLUT4 in Veh versus DHT. **c** Quantification of colocalisation between Rab11A and GLUT4 in Veh versus DHT. **d** Fluorescence intensity of Rab10 in Veh versus DHT. **e** Fluorescence intensity of Rab14 in Veh versus DHT. Data are presented as mean  $\pm$  SD, in **a**, **d** and **e**  $n = 3$  (independent experiments), in **b** and **c**  $n = 10$  (10 ROIs from two independent experiments), t-test.

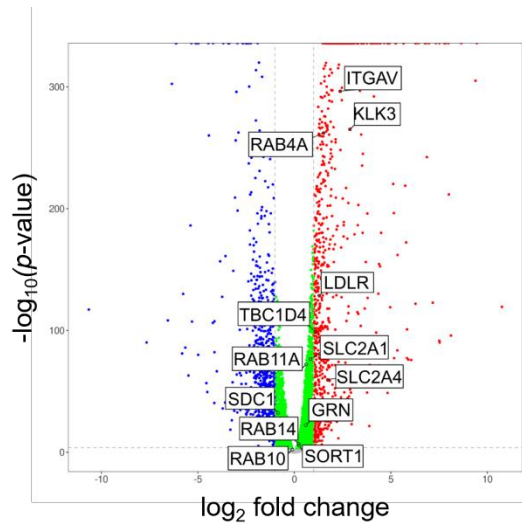

**Supplementary Figure S8.** Volcano plot showing differential expression of genes in LNCaP cells treated with DHT versus vehicle. Genes of interests are annotated.

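Among the 11697 genes tested between androgen-treated and vehicle-treated LNCaP cells, 1641 were called, 765 higher and 876 lower with androgen. The alternative that moved this count most, a threshold on the adjusted p-value alone, called 8763 genes. The 5 called genes with the largest rise, among those with more than 3 CPM in every library of the comparison, were MAF, UGT2B11, FKBP5, NDRG1 and SH3D21. MAF (chromosome 16, 79585843 to 79600737) rose from 4.32 ± 0.275 to 333 ± 19.9 CPM (SD, n = 3 in each group), a log2 fold change of 6.27 (standard error 0.07, adjusted p = 3.66e-15 from edgeR's quasi-likelihood test). UGT2B11, FKBP5, NDRG1 and SH3D21 had log2 fold changes of 5.25, 4.90, 4.80 and 4.49. Of the 74-nt stretches of SH3D21 transcripts, 11.0% also occur elsewhere. The 5 with the largest fall were UGT2B15, CBLN2, BCHE, DDC and ACKR3. UGT2B15 (chromosome 4, 68646597 to 68670652) fell from 161 ± 16.0 to 4.01 ± 0.812 CPM (SD, n = 3 in each group), a log2 fold change of -5.33 (standard error 0.11, adjusted p = 2.26e-13 from edgeR). CBLN2, BCHE, DDC and ACKR3 had log2 fold changes of -5.08, -5.05, -5.02 and -4.41. UGT2B11 and UGT2B15 belong to one gene family and share 26.9% and 18.2% of their 74-nt stretches with other places in the genome or other genes' transcripts, so both values are uncertain.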

**Supplementary Table S2** Differential expression of genes of interest in DHT-treated versus vehicle-treated LNCaP cells.

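Supplementary Table S2 gives the same columns as Supplementary Table S1 for androgen-treated against vehicle-treated LNCaP cells. KLK3 rose from 575 ± 111 to 4260 ± 262 CPM (SD, n = 3 in each group), a log2 fold change of 2.89 (standard error 0.10, adjusted p = 4.60e-11 from edgeR's quasi-likelihood test). ITGAV rose from 113 ± 3.40 to 591 ± 50.9 CPM (SD, n = 3 in each group), a log2 fold change of 2.38 (standard error 0.06, adjusted p = 2.23e-12 from edgeR). GRN and SORT1 rose by less than the fold change of 2, with log2 fold changes of 0.60 (adjusted p = 1.47e-06 from edgeR) and 0.25 (adjusted p = 0.00155 from edgeR). RAB10 fell with a log2 fold change of -0.10 (adjusted p = 0.0295 from edgeR), and its adjusted p-value ranged from 0.0104 to 0.142 over the alternatives, the highest without androgen replicate 2. Of these 19 genes that the paper names, 12 were tested in this comparison and 5 were called, all higher with androgen, and also 5 when adjusted over the list alone.

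**Figure D2:**
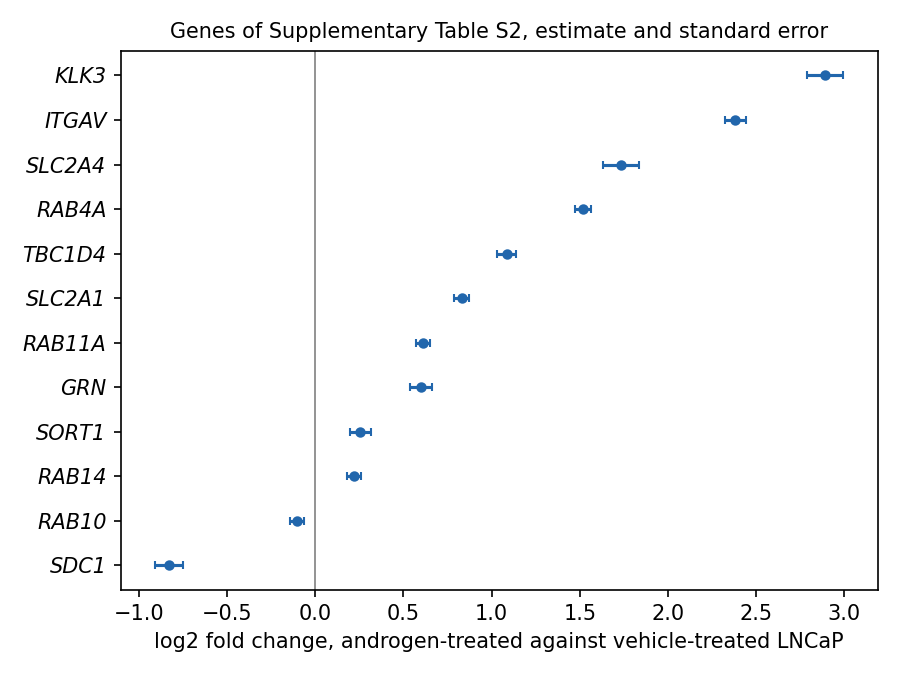
Log2 fold change with standard error in androgen-treated against vehicle-treated LNCaP cells (3 libraries each) for 12 genes of Supplementary Table S2. Standard errors were derived from the fold change and the test statistic. Points right of the grey line at 0 were higher with androgen. SDC1 and RAB10 lie left of the line.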

| Gene   | LogFC  | LogCPM | <i>p</i> value | FDR       |
|--------|--------|--------|----------------|-----------|
| SDC1   | -0.842 | 5.386  | 2.26E-33       | 1.14E-32  |
| RAB10  | -0.106 | 7.908  | 5.34E-03       | 7.53E-03  |
| RAB14  | 0.215  | 7.577  | 7.45E-08       | 1.51E-07  |
| SORT1  | 0.249  | 5.356  | 2.23E-06       | 4.12E-06  |
| GRN    | 0.593  | 6.402  | 3.09E-23       | 1.19E-22  |
| RAB11A | 0.609  | 8.487  | 1.32E-77       | 1.59E-76  |
| SLC2A1 | 0.828  | 6.377  | 1.22E-75       | 1.44E-74  |
| TBC1D4 | 1.082  | 6.862  | 1.14E-97       | 1.81E-96  |
| LDLR   | 1.287  | 7.197  | 7.05E-133      | 1.60E-131 |
| RAB4A  | 1.514  | 7.290  | 4.62E-258      | 2.47E-256 |
| SLC2A4 | 1.732  | 3.723  | 3.33E-54       | 2.63E-53  |
| ITGAV  | 2.375  | 8.800  | 1.76E-303      | 1.22E-301 |
| KLK3   | 2.893  | 11.642 | 1.05E-274      | 6.09E-273 |

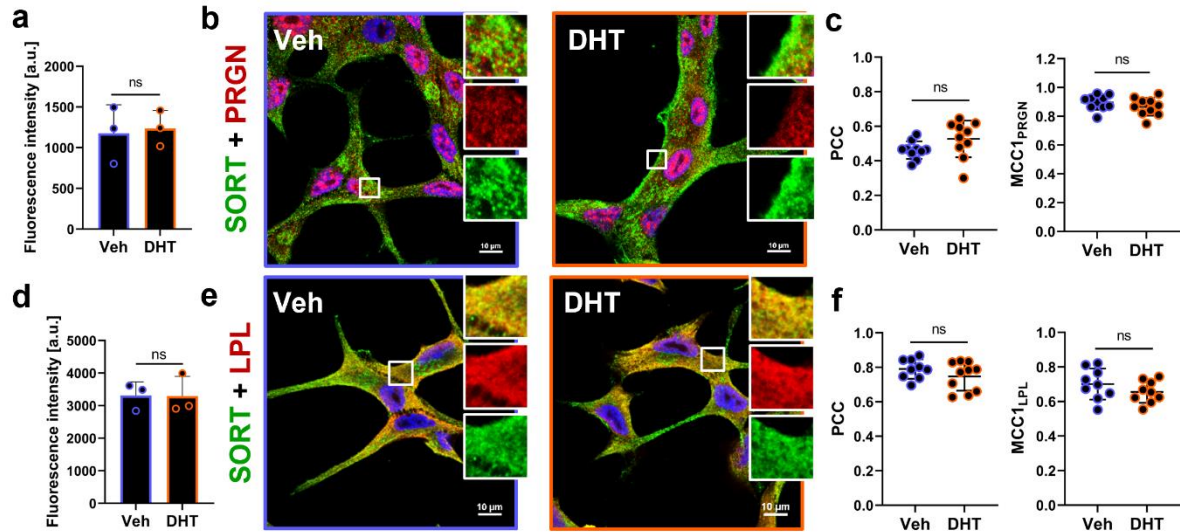

**Supplementary Figure S9. Progranulin (PRGN) and lipoprotein lipase (LPL) expression and their colocalisation with sortilin (SORT) are not androgen-dependent.** **a** Fluorescence intensity of PRGN in vehicle (Veh) versus DHT. **b** Representative confocal images showing LNCaP cells in Veh versus DHT co-labelled with anti-PRGN (red) and anti-SORT (green) antibodies. Scale bars; 10  $\mu$ m. **c** Quantification of colocalisation between PRGN and SORT in Veh versus DHT. **d** Fluorescence intensity of LPL in Veh versus DHT. **e** Representative confocal images showing LNCaP cells in Veh versus DHT co-labelled with anti-LPL (red) and anti-SORT (green) antibodies. Scale bars; 10  $\mu$ m. **f** Quantification of colocalisation between LPL and SORT in Veh versus DHT. Data are presented as mean  $\pm$  SD, in **a** and **d**  $n = 3$  (independent experiments), in **c** and **f**  $n = 10$  (10 ROIs from two independent experiments), t-test.

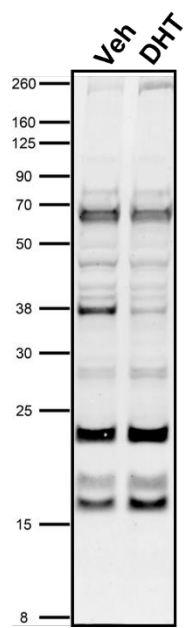

**Supplementary Figure S10.** Western blotting showing expression of syndecan-1, detected by 10A3 antibodies in LNCaP cells treated with vehicle (Veh) versus DHT.

**Supplementary Table S3.** Antibodies used in the study.

| <b>Primary Antibodies</b>                            |                                |                                                                                |
|------------------------------------------------------|--------------------------------|--------------------------------------------------------------------------------|
| Antibody                                             | Source                         | Application and concentration                                                  |
| Mouse monoclonal anti-sortilin 9E10                  | In-house-designed <sup>1</sup> | Immunofluorescence: 2 µg/ml<br>IHC: 0.273 µg/ml<br>Immunofluorescence: 2 µg/ml |
| Mouse monoclonal anti-sortilin 9E10 Alexa Fluor488   | In-house-designed <sup>1</sup> | Surface immunofluorescence: 10 µg/ml                                           |
| Mouse monoclonal anti-sortilin 8C3, 9E10, 4B12, 11H8 | In-house-designed <sup>1</sup> | Immunoprecipitation: 2 µg/ml of each antibody                                  |
| Mouse IgG1 monoclonal [MOPC-21]                      | Abcam, ab18443                 | Immunoprecipitation: 2-4 µg/ml                                                 |
| Mouse IgG2a monoclonal [MOPC-173]                    | Abcam, ab18413                 | Immunoprecipitation: 2 µg/ml                                                   |
| Mouse IgG2b monoclonal [MG2b-67]                     | Abcam, ab18421                 | Immunoprecipitation: 2-4 µg/ml                                                 |
| Rabbit polyclonal anti-sortilin                      | Abcam, ab16640                 | Western blot: 0.5 µg/ml                                                        |
| Rabbit polyclonal anti-HA tag                        | Abcam, ab9110                  | Surface immunofluorescence: 10 µg/ml                                           |
| Mouse monoclonal anti-syndecan-1 [B-A38]             | Abcam, ab34164                 | Immunofluorescence: 0.4 µg/ml<br>Flow cytometry: 20 µg/ml                      |
| Mouse IgG1 monoclonal [15-6E10A7]                    | Abcam, ab170190                | Flow cytometry: 20 µg/ml                                                       |
| Mouse monoclonal anti-syndecan-1 10A3-2              | In-house-designed <sup>1</sup> | IHC: 2.958 µg/ml<br>Immunofluorescence: 2 µg/ml<br>Western blot: 1 µg/ml       |
| Mouse monoclonal anti-syndecan-1 5G4, 6D11, 10A3     | In-house-designed <sup>1</sup> | Immunoprecipitation: 2 µg/ml of each antibody                                  |
| Rabbit monoclonal anti-GLUT1 [EPR3915]               | Abcam, ab115730                | Immunofluorescence: 0.395 µg/ml<br>Western blot: 0.0158 µg/ml                  |
| Mouse monoclonal anti-GLUT1 [SPM498]                 | Abcam, ab40084                 | Immunofluorescence: 2.5 µg/ml                                                  |
| Rabbit polyclonal anti-GLUT4                         | Abcam, ab33780                 | Immunofluorescence: 2 µg/ml                                                    |
| Mouse monoclonal anti-GLUT4 [1F8]                    | Abcam, ab35826                 | Immunofluorescence: 4 µg/ml                                                    |
| Rabbit polyclonal anti-Rab10                         | Invitrogen PA5-102855          | Immunofluorescence: 4 µg/ml                                                    |
| Rabbit polyclonal anti-Rab14                         | Abcam, ab28639                 | Immunofluorescence: 2 µg/ml                                                    |
| Rabbit polyclonal antibody anti-AS160                | Invitrogen, A303-728A          | Immunofluorescence: 1 µg/ml<br>Western blot: 0.5 µg/ml                         |
| Rabbit polyclonal antibody anti-Rab4A                | Invitrogen PA5-28863           | Immunofluorescence: 4 µg/ml                                                    |
| Rabbit polyclonal antibody anti-Rab11A               | Abcam, ab180778                | Immunofluorescence: 2 µg/ml                                                    |
| Rabbit monoclonal anti-granulin [EPR15864]           | Abcam, ab208777                | Immunofluorescence: 0.43 µg/ml                                                 |
| Mouse monoclonal anti-granulin [2D4-2F1]             | Invitrogen, MA1-187            | Immunofluorescence: 50 µg/ml<br>Western blot: 1 µg/ml                          |
| Rabbit monoclonal anti-lipoprotein lipase [JA22-02]  | Invitrogen, MA5-32688          | Immunofluorescence: 10 µg/ml<br>Western blot: 1 µg/ml                          |
| Rabbit polyclonal anti-LDLR                          | Abcam, ab30532                 | Western blot: 0.4 µg/ml                                                        |
| Rabbit polyclonal antibody anti-integrin 3           | Invitrogen, PA5-79539          | Immunofluorescence: 1 µg/ml                                                    |
| Rabbit monoclonal anti-MMP14 [EP1264Y]               | Abcam, ab51074                 | Western blot: 0.08 µg/ml<br>Immunofluorescence: 0.2 µg/ml                      |
| <b>Secondary antibodies</b>                          |                                |                                                                                |
| Donkey anti-mouse Alexa Fluor 488                    | Invitrogen, A-21202            | Immunofluorescence: 1 µg/ml<br>Flow cytometry: 1 µg/ml                         |
| Donkey anti-mouse Alexa Fluor 647                    | Invitrogen, A-31571            | Immunofluorescence: 2 µg/ml                                                    |
| Donkey anti-rabbit Alexa Fluor 488                   | Invitrogen, A-21206            | Immunofluorescence: 2 µg/ml                                                    |
| Donkey anti-rabbit Alexa Fluor 647                   | Invitrogen, A-31573            | Immunofluorescence: 2 µg/ml                                                    |
| IRDye 680RD goat anti-rabbit IgG                     | Li-cor, 926-68071              | Western blot: 0.1 µg/ml                                                        |
| IRDye 800CW goat anti-mouse IgG2b                    | Li-cor, 926-32352              | Western blot: 0.1 µg/ml                                                        |
| IRDye 800CW goat anti-mouse IgG1                     | Li-cor, 926-32350              | Western blot: 0.1 µg/ml                                                        |

**Supplementary Table S4.** Western blot conditions for proteins used in the study.

| <b>Protein detected</b> | <b>95 °C, 5 min</b> | <b>Bis-Tris Gel [%]</b> | <b>Protein/well [µg]</b> | <b>Blocking buffer (in Tris-buffered saline)</b> |
|-------------------------|---------------------|-------------------------|--------------------------|--------------------------------------------------|
| Sortilin                | Yes                 | 10                      | 15                       | 5% BSA                                           |
| Syndecan-1              | Yes                 | 10                      | 15                       | 5% BSA                                           |
| GLUT1                   | No                  | 10                      | 15                       | 5% BSA                                           |
| GLUT4                   | No                  | 10                      | 10                       | 5% milk                                          |
| AS160                   | Yes                 | 8                       | 10                       | 5% milk                                          |
| Progranulin             | Yes                 | 10                      | 10                       | 5% BSA                                           |
| Lipoprotein lipase      | Yes                 | 10                      | 10                       | 5% BSA                                           |
| LDLR                    | Yes                 | 8                       | 10                       | 5% BSA                                           |
| MT1-MMP                 | Yes                 | 10                      | 20                       | 5% BSA                                           |

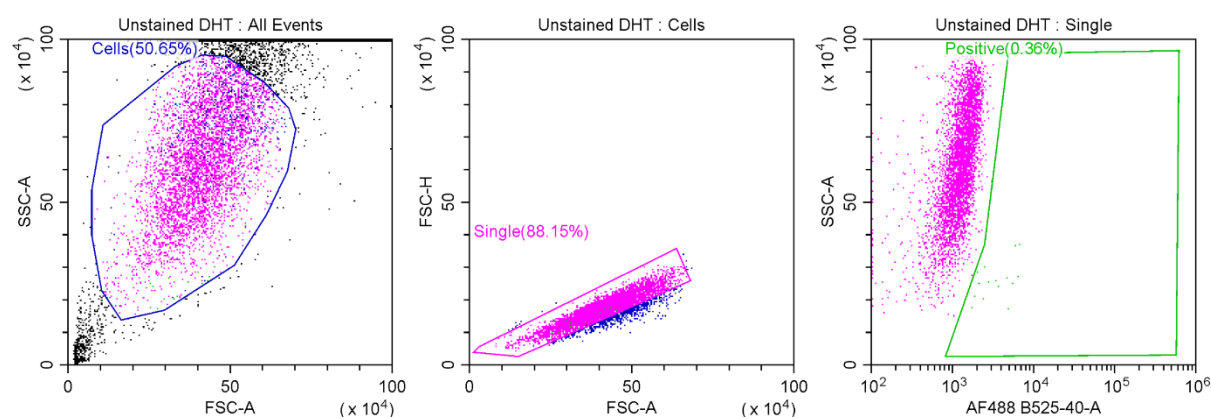

**Supplementary Figure S11.** An example of the gating strategy used for flow cytometry experiments

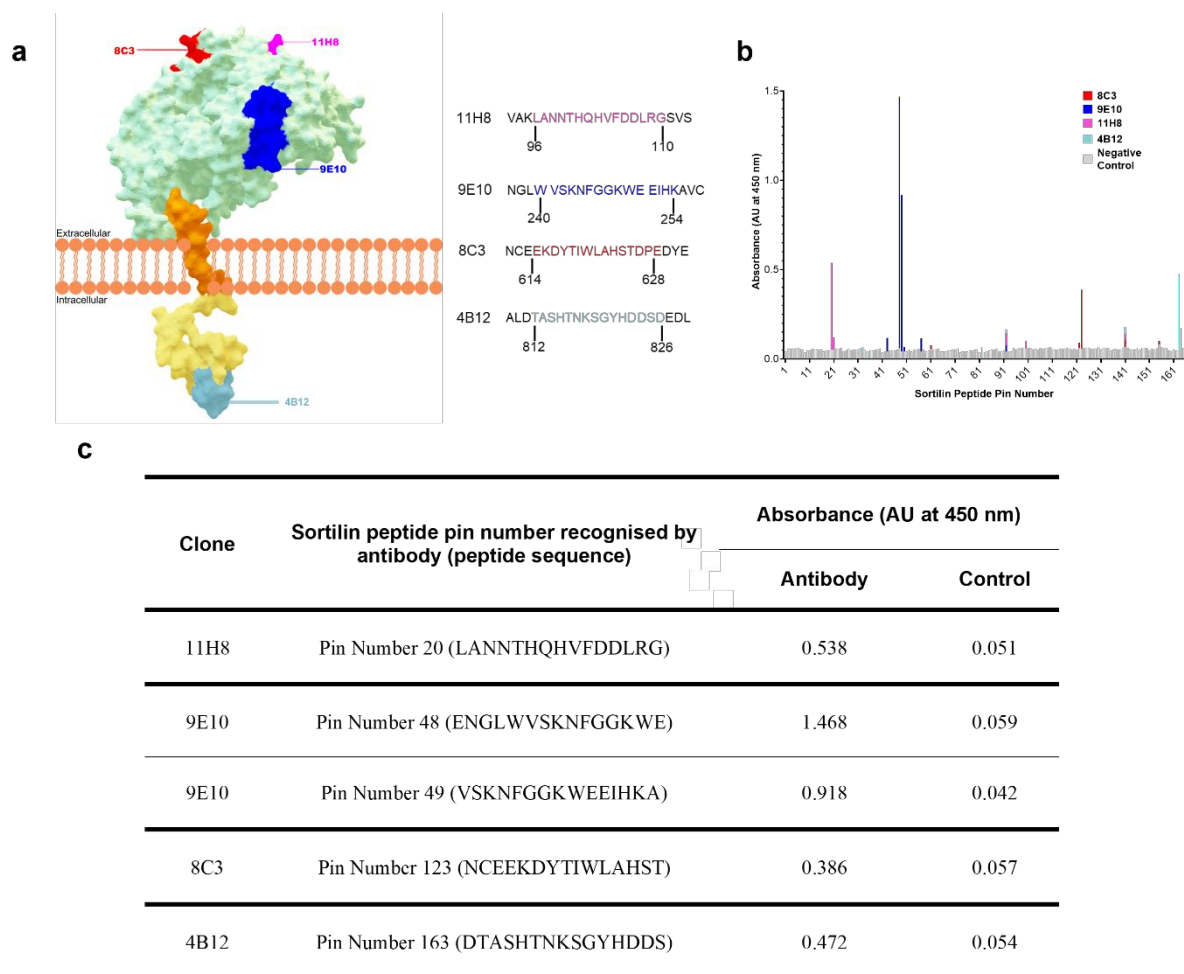

**Supplementary Figure S12. Design and specificity of anti-sortilin monoclonal antibodies.**

**a** Model of sortilin created using PyMOL structure prediction. Monoclonal antibodies were raised against specifically selected linear peptide sequences - SORT-11H8 (pink), SORT-9E10 (blue), SORT-8C3 (red), and SORT-4B12 (cyan). **b** Epitope specificity and reactivity of the monoclonal anti-sortilin antibodies: 11H8 (pink), 9E10 (blue), 8C3 (red) and 4B12 (cyan), expressed as ELISA absorbance at 450 nm and shown for individual peptide pins. **c** Peptide sequences found to interact with the monoclonal antibodies 11H8, 9E10, 8C3 and 4B12 based on ELISA.

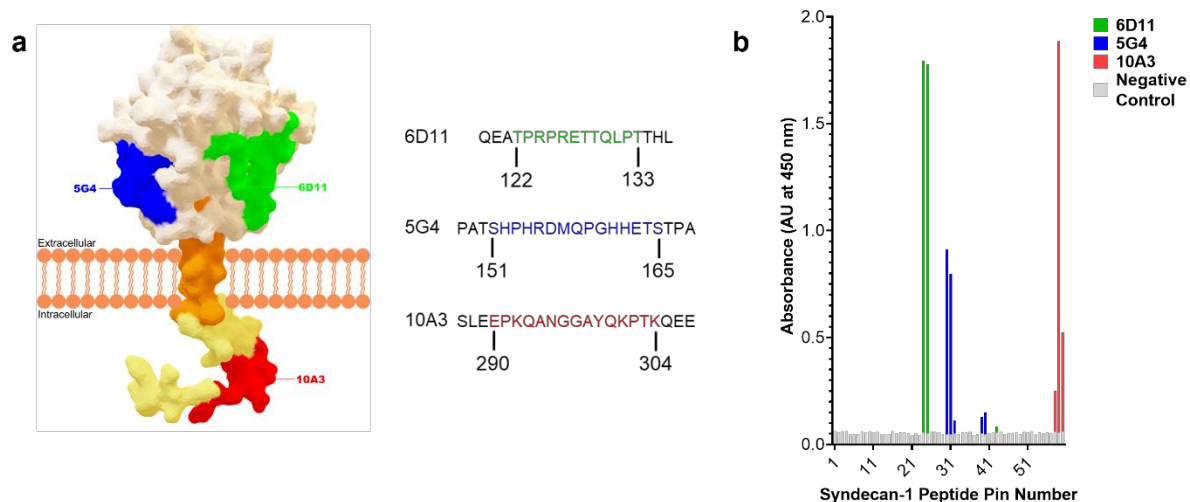

**c**

| Clone | Syndecan-1 peptide pin number recognised by antibody (peptide sequence) | Absorbance (AU at 450 nm) |         |
|-------|-------------------------------------------------------------------------|---------------------------|---------|
|       |                                                                         | Antibody                  | Control |
| 6D11  | Pin Number 24 (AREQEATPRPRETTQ)                                         | 1.793                     | 0.054   |
| 6D11  | Pin Number 25 (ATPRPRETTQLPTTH)                                         | 1.777                     | 0.051   |
| 5G4   | Pin Number 30 (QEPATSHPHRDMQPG)                                         | 0.912                     | 0.049   |
| 5G4   | Pin Number 31 (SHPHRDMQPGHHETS)                                         | 0.797                     | 0.047   |
| 10A3  | Pin Number 59 (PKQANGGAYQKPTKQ)                                         | 1.886                     | 0.055   |
| 10A3  | Pin Number 60 (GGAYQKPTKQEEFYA)                                         | 0.523                     | 0.06    |

**Supplementary Figure S13. Design and specificity of anti-syndecan-1 monoclonal antibodies.** **a** Model of syndecan-1 created using Phyre<sup>2</sup> structure prediction. Monoclonal antibodies were raised against specifically selected linear peptide sequences - 6D11 (green), 5G4 (blue) and 10A3 (red) **b** Epitope specificity and reactivity of the monoclonal anti-syndecan-1 antibodies: 6D11 (green), 5G4 (blue) and 10A3 (red), expressed as ELISA absorbance at 450 nm and shown for individual peptide pins. **c** Peptide sequences found to interact with the monoclonal antibodies 6D11, 5G4, and 10A3 based on ELISA.

## Supplementary methods

### Design and production of sortilin and syndecan-1 monoclonal antibodies

The specific epitopes on sortilin and syndecan-1 were selected with the aid of AbDesigner and Phyre<sup>2</sup> to model entire protein structures and to define linear sequence for antibody production. The production of all monoclonal antibodies was outsourced to GenScript for GLP standard production (Piscataway, NJ, USA) and developed in C57BL/6 mice<sup>1,2</sup>.

### RNA sequencing (RNAseq)

For RNAseq cells were seeded into 6-well plates and RNA was collected using PureLink RNA Mini Kit (Thermo Fisher Scientific). RNA quality control and RNA sequencing was outsourced to the Australian Cancer Research Foundation (ACRF) Cancer Genomics Facility (South Australia). Sequencing was performed on an Illumina Nextseq sequencer, producing an average of 28 million 74 nucleotide single-end reads per sample (range 21 – 33 million reads). Raw reads were analysed using FastQC (version v0.11.9) to assess quality and adapter contamination. Adapters were trimmed using cutadapt (version 1.18)<sup>3</sup> with the following parameters: -a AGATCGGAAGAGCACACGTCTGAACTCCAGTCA --minimum-length 18 --error-rate 0.2 --overlap 5. Trimmed reads were aligned to the hg38 reference genome using STAR (version 2.7.10a)<sup>4</sup>. PCR duplicates were removed using UMI-tools (version 1.1.2)<sup>5</sup>, before deduplicated reads were re-mapped using STAR, producing a gene counts matrix. Differential gene expression analysis of these gene counts was performed in R using the Bioconductor package edgeR (version 3.38.4)<sup>6</sup>. Lowly expressed genes were first filtered by requiring greater than 3 counts per million in at least three libraries. Library size normalisation factors were calculated using the *calcNormFactors* function, enabling accurate comparisons of gene expression between samples. Data were explored using a multidimensional scaling (MDS) plot generated using *plotMDS*, allowing assessment of replicate sample clustering and treatment effects. A negative binomial generalised log-linear model was fit to the read counts for each gene using *glmFit*, utilising a design matrix including a term describing experimental batch. A likelihood ratio test was performed using *glmLRT* to test the difference in gene expression between treatments. Genes with an adjusted p-value (FDR) < 0.05 and fold-change of at least 2 between treatments were designated as differentially expressed.

## References

1. Martini, C. *et al.* Aberrant protein expression of Appl1, Sortilin and Syndecan-1 during the biological progression of prostate cancer. *Pathology* (2022) doi:10.1016/j.pathol.2022.08.001.
2. Johnson, I. R. D. *et al.* A paradigm in immunochemistry, revealed by monoclonal antibodies to spatially distinct epitopes on syntenin-1. *Int. J. Mol. Sci.* **20**, 6035 (2019).
3. Martin, M. Cutadapt Removes Adapter Sequences From High-Throughput Sequencing Reads. *EMBnet.journal* **17**, 10–12 (2011).
4. Dobin, A. *et al.* STAR: Ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15–21 (2013).
5. Smith, T., Heger, A. & Sudbery, I. UMI-tools: Modeling sequencing errors in Unique Molecular Identifiers to improve quantification accuracy. *Genome Res.* **27**, 491–499 (2017).
6. Robinson, M. D., McCarthy, D. J. & Smyth, G. K. edgeR: A Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* **26**, 139–140 (2009).
7. Armstrong, H. K. *et al.* Dysregulated fibronectin trafficking by Hsp90 inhibition restricts prostate cancer cell invasion. *Sci. Rep.* **8**, 1–14 (2018).

How the deposited data were processed for this re-analysis (not part of the article)

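RNA from 9 libraries was analysed: 3 of untreated PC3 cells, 3 of LNCaP cells treated with 10 nM androgen for 48 h and 3 of LNCaP cells treated with vehicle (0.01% ethanol) for 48 h. The authors trimmed adapters, aligned the reads to hg38 with STAR, removed PCR duplicates with UMI-tools and mapped the remaining reads again, according to the Supplementary methods. The authors deposited counts, a whole number of reads per gene symbol and library without normalization, as 1 table of 28216 genes and as the STAR output of each library. All 253944 values of the table were equal to the forward-strand column of the STAR output, and at most 3.06% of the reads on genes lay on the other strand. Every library column of the table was used, and 0 columns were left out.

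Counts on genes ranged from 17397706 to 25640325 per library, with a median of 21434125. Between 20.3% and 25.4% of the reads of a library were not counted on a gene. The upper limit for a count of 0 was taken as 3 counts, and a fold change against a group with no library above 3 counts is given only as a lower bound against that limit. Such limits cover counting error only. Gene locations come from GENCODE 44 on GRCh38. Of the 28216 gene symbols, 25696 (91.07%) were found there. For the genes named in the text, all 74-nt stretches of their transcripts were searched for in the genome and in transcripts of other genes.

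Genes were kept where more than 3 CPM (counts scaled to a common library size) were reached in at least 3 libraries of the fit, as in the paper. edgeR 4.0.16 (R 4.3.3) computed TMM factors and a quasi-likelihood F test for PC3 against androgen-treated LNCaP cells and for androgen-treated against vehicle-treated LNCaP cells. Each comparison was fitted on its own 6 libraries, and the androgen-treated libraries enter both. Standard errors of edgeR fits were taken as the absolute log2 fold change divided by the square root of the test statistic. The p-values were adjusted with the Benjamini-Hochberg method over all genes tested, and a gene was called where the adjusted p-value was under 0.05 and the fold change at least 2. The paper used edgeR's likelihood ratio test with a batch term. That term was left out of the main test, because the paper's text does not name the batches. CPM of single genes in the text use TMM factors over all 9 libraries. Between TMM factors and DESeq2 size factors, the median log2 fold change over all genes moved by less than 0.1 in both comparisons. Both scalings place most genes near 0, so a shift shared by most genes would not be seen with either.

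The rule for genes named in the text covers every gene of Supplementary Tables S1 and S2, of Fig. 2a or of a protein the paper measures, and in each comparison the 5 called genes with the largest rise and the 5 with the largest fall among those with more than 3 CPM in every library. This rule was set before the data were examined. Some of the genes it covers are not reported here, and counts over the genes that the paper names leave them out, while the tests across all genes and the gene lists include them. PKP1, named in the closing section, was chosen after its values were seen.

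Replicate numbers are shared by the groups, and it was checked whether they pair the libraries. Deviations from the group means over 9929 genes correlated between androgen-treated and vehicle-treated libraries of the same number with 0.48, 0.37 and 0.24, each above 0.1, and between libraries of different numbers with -0.39 to 0.03. The numbers therefore pair the LNCaP libraries, as judged from the counts alone. For PC3 and androgen-treated LNCaP cells the counts gave no such sign, and the closing section gives that check.

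4 gene lists (glycolysis, fatty acid uptake and oxidation, fatty acid and cholesterol synthesis, androgen response) were tested with camera of limma 3.58.1 and its preset correlation, adjusted over the 8 tests, with fry and camera with an estimated correlation as alternatives. The share of genes lowered by androgen that were higher in PC3 cells than in the mean of both LNCaP groups was compared with the share among genes raised by androgen in a fit of all 9 libraries, with Fisher's exact test as a description.

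The tests were tested on simulated data with the real library sizes and means. Among 12143 simulated genes for the cell lines, the quasi-likelihood test recovered 191 of 200 genes changed by a log2 fold change of 1.5 or 2, with 1 false call. Among 11540 genes for the androgen treatment it recovered 197 of 200, with 0 false calls. In 20 simulations of unchanged groups on 11697 genes, camera with preset correlation called 2 of 80 list tests, fry 2 and camera with estimated correlation 0. Genes were simulated independently, whereas the correlation estimated within the real lists was -0.0261 to 0.494 between androgen and vehicle. These simulations therefore cannot show how often correlated lists would be called falsely.

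The alternatives were DESeq2 size factors, the Wald test of DESeq2 1.42.0, edgeR's likelihood ratio test, the replicate number as a block with either edgeR test, no filter on low counts, at least 10 counts in every library, the adjusted p-value alone, a test against a fold change of 2, unstranded counts, leaving out each library in turn, other choices of LNCaP libraries and all 9 libraries in one fit. All were chosen before the data were examined. Reads and duplicate rates were not analysed here.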

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

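In this part, the test of library size was chosen after the result was seen, and for the tests of library size, mixing and shared sequence the limits that decide them, including those that set MMP9 and ITGB3 apart, were set after their values were seen.

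Some genes of the network in Fig. 2a that are outside Supplementary Tables S1 and S2 differed between the cell lines, although the paper reports no RNA value for them. ITGB3 was at least 19.9-fold higher in PC3 cells than in androgen-treated LNCaP cells, with 53 to 91 counts in PC3 libraries and at most 3 in any LNCaP library. MMP9 was at least 2.28-fold higher and MMP7 at least 9.31-fold lower in PC3 cells. For these 3 genes the PC3 and the androgen-treated libraries did not overlap, which chance alone gives for 10% of genes. These folds are already scaled to library size, so library size was tested on the raw counts, as the lowest count in the higher cell line over the highest in the other, taken as at least 3. For ITGB3 and MMP7 this ratio was at least 4.33, above the largest ratio between library totals, 1.47, which argues against library size. For MMP9 it was 2, from counts as low as 6, so library size and a true difference cannot be told apart there. Reads shared with identical sequence elsewhere are argued against for MMP7 and MMP9, since at most 8.09% of their 74-nt stretches occur elsewhere. Only exact matches were searched for, so near-identical sequence was not tested. For ITGB3 that share is 33.1%. Reads that map to several places are kept apart from gene counts in the STAR output, so exact copies would lower counts rather than raise them. Near-identical sequence could still add reads, so its contribution and a true difference cannot be told apart for ITGB3. A difference in RNA between the cell lines may lie behind MMP7, and remains a hypothesis. For β3 integrin, the paper describes a stronger protein signal in LNCaP than in PC3 cells (Fig. 5g), while the RNA counts go the other way. LPL RNA was barely detected in any library, with 0 to 2 counts, although the paper measures LPL protein. Of its 74-nt stretches 0% occur elsewhere, and the other strand held 0 counts on LPL in every library. This argues against identical sequence elsewhere and against counting on the wrong strand. In the libraries with 0 counts on LPL, that count allows up to 0.118 to 0.148 CPM, depending on the library. RNA below that level could be missed, and low expression and no expression cannot be told apart there.

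LNCaP androgen replicate 1 held more transcripts specific to PC3 cells than the other LNCaP libraries. Over 188 genes with at least 50 CPM in every PC3 library and a mean in LNCaP cells under 1% of it, its level was 0.629% of the PC3 level, against 0.200 to 0.440% in the other 5 LNCaP libraries. The second highest was vehicle replicate 1, and the remaining 4 lay at or below 0.256%. Of the 188 genes, 71.3% were highest in androgen replicate 1 and 22.9% in vehicle replicate 1. By chance 16.7% would be expected in each library if the libraries were independent, but the replicate numbers pair the LNCaP libraries. In androgen replicate 1 the levels of these genes followed those in PC3 cells (Spearman's rho 0.791 across genes, which are not independent). In vehicle replicate 1 the rho was 0.760. Reads assigned to the wrong library at one rate in every library would give equal shares, but the share was 2.61 times the median of the other 5. The share is already scaled to library size, so it cannot test sequencing depth. The raw counts on the 188 genes were 7374 in that library and 1950 to 4012 in the other 5. Library totals differed by at most 1.47 times, which argues against depth as the whole cause. What stays open is that PC3 cells, RNA or reads were mixed into that library. The 71.3% would follow from mixing, but also from any other cause that raises most of these genes, so it does not decide. A cause shared by both replicate 1 libraries was not tested. Where such mixing would have happened was not tested. MMP14 and PKP1, left out of the 188 genes because their values had been seen, had 23 and 120 counts in that library, where the excess share of 0.388% would add 8.59 and 88.6 counts. For both genes the count exceeds that addition, and the other LNCaP libraries held 2 to 9 and 4 to 39 counts. No biological explanation was tested, since the replicates had the same treatment.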

How the results depend on the processing

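All alternatives were chosen before the data were examined. Over the counts of called genes, the gene lists, the share of androgen-lowered genes and the counts of called genes among those the paper names, 231 of 254 values under an alternative kept their direction and their side of the threshold or stayed within 1.5 times the main count. Of the 971 values for named genes, 947 kept their direction and their side of the adjusted p-value of 0.05, 14 became weaker, 4 stronger and 6 changed sign. Calls that changed through the fold change of 2 are not counted in this and are given below.

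With the adjusted p-value alone as the threshold, 10530 genes were called between PC3 and LNCaP cells (5379 higher, 5151 lower) in place of 5773, and 8763 between androgen and vehicle (4345 higher, 4418 lower) in place of 1641. With no filter on low counts, 9147 genes were called between the cell lines (4798 higher, 4349 lower) and 2941 between androgen and vehicle (1361 higher, 1580 lower), as more genes were tested. Under the other alternatives the counts stayed within 1.5 times, and DESeq2 size factors called 5765 and 1633 of the same genes. Across the 6 fits that each left out one library, 4633 to 5006 genes were called between the cell lines and 1404 to 1551 between androgen and vehicle. With 2 libraries left in a group, genes expressed only there do not reach the filter of 3 libraries, which lowers these counts. With at least 10 counts in every library, 5 of the genes the paper names were called between the cell lines in place of 9, as KLK3, SLC2A4 and MMP14 were not tested there and SLC2A1 fell just under the fold change of 2.

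Against vehicle-treated LNCaP cells, TBC1D4, NDRG1 and SH3D21 changed sign, with log2 fold changes of 0.24, 2.19 and 0.78, and RAB4A and SLC2A1 were no longer called. SLC2A1 fell under the fold change of 2 without PC3 replicate 1 or PC3 replicate 2 (-0.85 for each) and with at least 10 counts in every library (-0.99), and TBC1D4 passed it without androgen replicate 1 (-1.002). SLC2A1 and NDRG1 were also not called against the mean of both LNCaP groups (-0.61 and -0.22) or with the 6 LNCaP libraries as one group (-0.67 and -1.67), where SH3D21 was not called either (-2.79). Between androgen and vehicle, genes with no call moved across 0 when a library was left out: ANTXR2 ranged from -0.0452 (without androgen replicate 1) to 0.31, and EPHA2 from -0.37 (without androgen replicate 1) to 0.0183 (without androgen replicate 3), and was 0.000364 without androgen replicate 2. FZD8 ranged from 0.56 (without androgen replicate 1) to 1.31, and was not called without androgen replicate 1, vehicle replicate 2 or vehicle replicate 3. The cause of these changes was not tested. For FZD8, ANTXR2 and EPHA2, which were much higher in PC3 cells, the PC3-specific transcripts in androgen replicate 1 are a possible cause.

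For the gene lists, fry called all 8 tests, adding glycolysis between the cell lines (median log2 fold change -0.25) and with androgen (0.17), where camera with preset correlation called 6. Camera with an estimated correlation called 3, and lost fatty acid uptake and oxidation in both comparisons (-1.01 and 0.16) and fatty acid and cholesterol synthesis between the cell lines (-1.64). The cause was not tested. Against vehicle-treated LNCaP cells, the medians were nearer 0: fatty acid uptake and oxidation had -0.33 and was no longer called, while fatty acid and cholesterol synthesis (-0.47) and androgen response (-2.57) were still called. The median of glycolysis with androgen ranged from -0.0333, without androgen replicate 2, to 0.24. The share of androgen-lowered genes that were higher in PC3 cells ranged from 25.1% to 36.8% across the 9 fits that each left out one library. Without androgen replicate 2 it was 33.2% against 28.9% among androgen-raised genes (Fisher's exact test, p = 0.0533), and without androgen replicate 3 it was 31.2% against 30.5% (p = 0.758). The cause was not tested.

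With the replicate block, 1638 genes were called between androgen and vehicle, of which 1636 were also called without it. The block changed FZD8, which fell just under the fold change of 2 (log2 fold change 0.99), and ITGA3, whose adjusted p-value fell to 0.0409 (edgeR, and 0.0157 to 0.713 over its alternatives) at a log2 fold change of 0.27, and no other named gene. FZD8 also fell just under the fold change of 2 with the likelihood ratio test (0.996). Between PC3 and LNCaP cells, the deviations gave no sign that the replicate numbers pair the libraries, although the block with the likelihood ratio test gave the values compared from Supplementary Table S1. Deviations of the same number correlated with -0.05, 0.07 and -0.19, and those of different numbers with -0.21 to 0.20. With the block 5756 genes were called there, of which 5748 were also called without it.

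Depth limits the genes with few counts. LPL, MMP2 and F2 cannot be compared, and ITGB3, MMP7 and MMP9 only as lower bounds.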

Differences from the paper's values

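For KLK3 in PC3 against LNCaP cells, the log2 fold change was -13.65 and the paper's value in Supplementary Table S1 is -14.1. Of the alternatives set before the data were examined, the difference was within the error with the replicate block and likelihood ratio test (-14.10), the replicate block (-13.69), the DESeq2 Wald test (-13.70) and the 6 LNCaP libraries as one group (-12.84). Of these, only the first reached the paper's value. The 6 LNCaP libraries as one group lie further from it than the main value, and are within the error only because the standard error was wider, 1.67 against 0.43. Both of these errors were derived from the test statistic, whereas DESeq2's own standard error for KLK3 was 1.04. Whether the main value differs from the paper's beyond the error therefore depends on how the error was obtained. It was not within the error with DESeq2 size factors, the likelihood ratio test alone, no filter on low counts, unstranded counts, vehicle-treated LNCaP cells, the mean of both LNCaP groups, all 9 libraries in one fit or any fit that left out a PC3 library. KLK3 was not tested with at least 10 counts in every library or without one of the androgen-treated libraries.

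With the replicate block and the likelihood ratio test, PC3 against androgen-treated LNCaP cells gave the 13 log2 fold changes and average log2 CPM compared from Supplementary Table S1 to 3 decimals, and the 13 p-values to 3 digits. For Supplementary Table S2, the largest difference in log2 fold change from the paper was 0.012, while the average log2 CPM differed by -0.41 to 0.23, and 0 of the 12 p-values compared were equal. None of the alternatives gave that table's average log2 CPM.

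The paper states that SDC1 was lower without androgens (Supplementary Fig. S8 and Supplementary Table S2). In the libraries SDC1 was lower with androgen, with a log2 fold change of -0.83 in androgen-treated against vehicle-treated LNCaP cells. The paper's value in Supplementary Table S2 has the same sign, -0.842.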

Other observations

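In this part, the gap by rank used for the draws of the 9 libraries, the tests of LNCaP material and of scaling in PC3 replicate 3 and the test of duplicate removal were chosen only after the result was seen, and the others before.

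Counts of called genes were set against other splits of the same libraries. Of the 10 splits of the 6 libraries of PC3 and androgen-treated LNCaP cells, 1 gave as many called genes, the real one, and the other 9 gave 0. The same held for androgen and vehicle, 1 of 10 splits, and for the 4 splits among them that part all 3 pairs. With 10 splits the share cannot be under 0.1, so the share alone does not exclude a grouping by chance.

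The 4 gene lists, written before the data were examined, gave the following medians of the log2 fold change. In PC3 against androgen-treated LNCaP cells, androgen response was -6.50 (adjusted p = 8.01e-25 from camera of limma, 0 of 16 genes higher), fatty acid and cholesterol synthesis -1.64 (adjusted p = 4.05e-07, 2 of 30 higher), fatty acid uptake and oxidation -1.01 (adjusted p = 0.00948, 7 of 27 higher) and glycolysis -0.25 (adjusted p = 0.289, 8 of 22 higher). Against vehicle-treated LNCaP cells these medians were nearer 0, at -2.57, -0.47, -0.33 and -0.20. With androgen against vehicle, androgen response was 3.71 (adjusted p = 1.64e-53, 16 of 16 higher), fatty acid and cholesterol synthesis 1.00 (adjusted p = 1.29e-21, 28 of 30 higher), fatty acid uptake and oxidation 0.16 (adjusted p = 0.0275, 16 of 26 higher) and glycolysis 0.17 (adjusted p = 0.121, 13 of 22 higher). Both comparisons hold the androgen-treated libraries, so their opposite signs are not independent. PC3 and LNCaP cells were also kept in different medium and serum, so the lists cannot separate cell line from culture. Only androgen response in both comparisons and fatty acid and cholesterol synthesis with androgen were also called with an estimated correlation. Counting lists past the threshold did not separate the real split from others. As many lists were given by 7 of the 10 splits between PC3 and LNCaP cells and 5 of the 10 between androgen and vehicle. The other splits mix the real groups and so keep part of their difference, and 4 lists leave the count little range. This count therefore cannot decide whether the list results come from the grouping. Of the genes for fatty acid and cholesterol synthesis, 21 were called between the cell lines, 1 higher and 20 lower in PC3 cells, and also 21 when adjusted over the list alone. The lists overlap the genes the study names, as LPL, SLC2A1, SLC2A4 and KLK3 are members.

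It was asked whether the genes lowered by androgen are those higher in PC3 cells, as the paper proposes for syndecan-1. Of 1002 genes lowered by androgen, 327 (32.6%) were higher in PC3 cells than in the mean of both LNCaP groups, against 231 of 876 genes raised by androgen (26.4%) and 22.1% of all 12843 genes tested (Fisher's exact test between lowered and raised genes, p = 0.00332, two-sided, as a description since genes are not independent). Simulated LNCaP groups without an androgen effect gave a gap of at most 3.39 percentage points in 20 simulations, when as many genes were taken by rank. The real gap was 10.6 when genes were taken by rank and 6.26 from the called genes. However, 5 of 100 draws of the 9 libraries into groups gave as large a gap, the real one included, so that the gap could come from the grouping. Without androgen replicate 3 the shares were 31.2% and 30.5%. The raised genes lay above the share of all genes here, but below it with the adjusted p-value alone (34.3% against 43.3%) and without PC3 replicate 1 (17.5% against 17.8%), replicate 2 (17.8% against 18.0%) or replicate 3 (17.3% against 17.5%).

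PC3 replicate 3 stood apart from the other PC3 replicates, with 66 genes at least 2-fold from both, 7 higher and 59 lower. It also had the highest SDC1. Its SDC1 was 1.66 times that of the higher of the other replicates, with TMM factors over the 6 libraries of PC3 and androgen-treated LNCaP cells. Added LNCaP material would lower SDC1, so LNCaP cells, RNA or reads mixed into that library are argued against by that 1.66 as the cause of the higher SDC1. It does not show that none were mixed in: KLK3 had 20 counts in that library and 2 in each of the others, and 50 transcripts specific to LNCaP cells were at 0.239% of their LNCaP level, against 0.226% and 0.228%. After removal of the trend with gene length and GC content, the log2 difference of SDC1 from the mean of the others was 0.71, from 0.81 before, and 76 of 83 genes at least 2-fold apart remained so, which argues against such a trend as the whole cause. A scaling error moves all genes of a library alike, whereas only 0.625% of 10243 genes had a ratio to the higher of the other replicates at least as large as SDC1, which argues against scaling as the whole cause. A difference between the cultures was not tested and stays open.

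The totals in the STAR output averaged 27.9 M reads, close to the paper's average of 28 M sequenced reads. Whether the counts were made before PCR duplicates were removed cannot be told apart from few duplicates, because duplicate rates were not used here.

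The paper describes stronger sortilin protein in LNCaP than in PC3 cells, while SORT1 RNA was higher in PC3 cells than in androgen-treated LNCaP cells (log2 fold change 0.44). The paper finds no difference in progranulin between vehicle-treated and androgen-treated cells (Supplementary Fig. S9), while GRN RNA rose with androgen (log2 fold change 0.60). Rab10 protein was also stronger in LNCaP cells in the paper, while RAB10 RNA was higher in PC3 cells (0.41). RAB14 and TBC1D4 RNA went the way of their proteins there. With androgen, the paper finds GLUT4 and Rab11A protein unchanged, while SLC2A4 and RAB11A RNA rose (1.74 and 0.61). RAB4A, TBC1D4 and SLC2A1 RNA rose as their proteins did.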
